# Queuine links translational control in eukaryotes to a micronutrient from bacteria

**DOI:** 10.1093/nar/gkz063

**Published:** 2019-02-01

**Authors:** Martin Müller, Carine Legrand, Francesca Tuorto, Vincent P Kelly, Yaser Atlasi, Frank Lyko, Ann E Ehrenhofer-Murray

## Abstract

In eukaryotes, the wobble position of tRNA with a GUN anticodon is modified to the 7-deaza-guanosine derivative queuosine (Q34), but the original source of Q is bacterial, since Q is synthesized by eubacteria and salvaged by eukaryotes for incorporation into tRNA. Q34 modification stimulates Dnmt2/Pmt1-dependent C38 methylation (m^5^C38) in the tRNA^Asp^ anticodon loop in *Schizosaccharomyces pombe*. Here, we show by ribosome profiling in *S. pombe* that Q modification enhances the translational speed of the C-ending codons for aspartate (GAC) and histidine (CAC) and reduces that of U-ending codons for asparagine (AAU) and tyrosine (UAU), thus equilibrating the genome-wide translation of synonymous Q codons. Furthermore, Q prevents translation errors by suppressing second-position misreading of the glycine codon GGC, but not of wobble misreading. The absence of Q causes reduced translation of mRNAs involved in mitochondrial functions, and accordingly, lack of Q modification causes a mitochondrial defect in *S. pombe*. We also show that Q-dependent stimulation of Dnmt2 is conserved in mice. Our findings reveal a direct mechanism for the regulation of translational speed and fidelity in eukaryotes by a nutrient originating from bacteria.

## INTRODUCTION

Fine-tuning of protein translation is crucial for rapid, accurate and efficient production of proteins. During translation elongation, each codon in an mRNA is decoded in the acceptor (A–) site of the ribosome via an interaction between the codon and the anticodon of the matching tRNA. The optimization of this process is influenced by many factors, including the abundance of tRNAs, the usage of synonymous codons, the strength of the codon–anticodon interaction and interactions between the ribosome and the codon–anticodon complex (1,2). Synonymous codons specify the insertion of the same amino acid, but differ in their decoding properties, usage within the genome and the abundance of the tRNAs that decode them (3). Some codons require wobble base-pairing (i.e. a non-Watson–Crick interaction) between the third position in the codon and the first position of the tRNA anticodon (position 34), thus allowing one tRNA to decode two or more codons (1). The harmonization of translation rates within a proteome has been hypothesized to require that the interaction energy between codons and anticodons be relatively uniform across the genetic code. Accordingly, a novel representation of the genetic code has been proposed, which takes energy-driven as well as structural aspects of the codon–anticodon interaction into consideration. This view classifies the codons into ‘strong’, ‘weak’ and ‘intermediate’-strength based on the G/C versus A/U content of the first two codon positions into codons (4). Of note, the C- and U-ending codons differ with respect to their interaction energy, thus necessitating mechanisms that regulate their translational efficiency (5).

One possibility to modulate codon–anticodon interaction is provided by chemical modifications on the tRNAs, most prominently at the wobble tRNA nucleotide (6), and ‘weak’ codons rely more strongly on such modifications than stronger codons (4). One of the most complex RNA modifications known so far is the nucleotide queuosine (Q), which is found at position 34 of selected tRNAs (the respective base is termed queuine, q) (7,8). Queuine is a 7-deaza-guanine derivative, to which an amino-methyl side chain and a cyclopentenediol moiety are attached (9). Queuosine-containing tRNAs are produced in eubacteria in a complex biosynthetic pathway (reviewed in (10)). Interestingly, Q-containing tRNAs are also abundant in most eukaryotes, even though they do not possess the enzymes for Q synthesis. Rather, eukaryotes obtain Q through the digestion of tRNAs from nutritional sources and from gut microbes, and Q hence has been termed a micronutrient. The q base is subsequently used by the eukaryotic tRNA guanine transglycosylase (eTGT) (11) to exchange G34 for Q34 in tRNAs with a GUN/ QUN anticodon, namely tRNA^Asp^, tRNA^Tyr^, tRNA^His^ and tRNA^Asn^ (8). The respective amino acids are all encoded by two synonymous codons that carry C or U at the wobble position, but in most organisms are decoded by a single tRNA species that has G/Q34.

While Q has been known as a tRNA modification for many years, surprisingly little is known about how it affects translation *in vivo* (reviewed in (12)). In a first approximation, Q has the same base pairing properties as G to C (Watson–Crick) and U (wobble base pairing). However, *in vitro* measurement of anticodon–anticodon complexes showed that Q•U pairing displayed an approx. 3-fold increased stability compared to the G•U pair, whereas the pairing to C was destabilized by Q (5), which has led to the suggestion that Q-tRNAs enhance the translation of U-ending codons. Indeed, we recently showed in human cells that Q depletion causes reduced translational speed at the Q codons, with the U-ending codons for Asn, His and Tyr more severely slowed down than the respective C-ending codons (13). This is in line with an early study, which observed that while the unmodified G-tRNA^His^ had a preference for the CAC over the CAU codon of a heterologous gene in Xenopus oocytes, Q-tRNA^His^ showed equal decoding of the two codons (14), arguing that Q34 serves to compensate a possible disadvantage of the G – U wobble pairing.

Contrary to this, a study of codon usage across 12 *Drosophila* species showed an evolutionary selection for C-ending relative to U-ending Q codons at conserved positions in proteins, which was argued to reflect effects of Q on translational accuracy (15). Thus, another possible function of Q modification is to prevent misreading of non-cognate codons and hence to improve translational fidelity. Interestingly, Q modification shows complex, context-dependent effects on the suppression of error rates in bacteria (16).

We found earlier that Q modification shows an unexpected cross-talk with Dnmt2-dependent methylation of C38 in tRNA^Asp^ in the fission yeast *Schizosaccharomyces pombe* (17). Enzymes of the Dnmt2 family are tRNA methyltransferases that methylate position 5 of cytosine to create 5-methyl-cytosine (m^5^C) at C38 in the anticodon loop of tRNA^Asp^ (and tRNA^Gly^ and tRNA^Val^ in some organisms) (18). Our work on the Dnmt2 homolog Pmt1 from *S. pombe* (19) revealed that tRNA^Asp^ C38 methylation *in vivo* is stimulated from approx. 15% to 100% when Q is incorporated into the tRNA by eTGT (17). We have recently shown that this Q-dependence of the Dnmt2 enzyme extends to human and mice, where obtaining a Q-deficient state requires complex experimental setups and thus has previously gone unnoticed (20). Specifically, Q depletion in HeLa cells reduced the m^5^C38 levels in tRNA^Asp^ from 96 to 57%, and axenic mice fed on a Q-free synthetic diet showed reduced m^5^C38 levels (13).

In the present study, we sought to determine the generality of the effect of tRNA-Q modification on translation in eukaryotes. We used ribosome profiling to investigate the effects of Q-modification and Dnmt2-dependent m^5^C38 methylation on translation in *S. pombe*. Interestingly, Q modification showed a context-dependent effect on translational speed in that it enhanced the rate of the C-ending codons CAC (histidine, His) and GAC (aspartic acid, Asp), but slowed the rate of the U-ending codons UAU (tyrosine, Tyr) and AAU (asparagine, Asn), thus displaying a differential effect on weak (Tyr, Asn) and intermediate-strength (His, Asp) codons (4). Also, Q modification suppressed misreading of the near-cognate GGC glycine, but not the synonymous GGU codon, suggesting that the Q modification weakens base-pairing at the wobble position and thus prevents translational errors. Modification by Q resulted in reduced translation of genes with mitochondrial function; accordingly, lack of Q modification caused a respiratory defect in *S. pombe*. Finally, we found Dnmt2-dependent m^5^C38 methylation in mouse embryonic stem cells to be stimulated by Q modification of tRNA, and m^5^C38 levels were reduced in tissues from mice lacking eTGT. Altogether, our data reveal a role for tRNA queuosinylation in equilibrating translational speed and accuracy across the *S. pombe* genome.

## MATERIALS AND METHODS

### *S. pombe* strains and growth conditions

The *S. pombe* strains used in this study are shown in Supplementary Table S1. They were cultured in standard full medium (YES, 5 g/l yeast extract, 30 g/l glucose, 250 mg/l adenine, 250 mg/l histidine, 250 mg/l leucine, 250 mg/l uracil, 250 mg/l lysine) or minimal medium (EMM) with 2% glucose (to select for plasmids for *pmt1*^+^ overexpression or the control vector). For growth under respiratory conditions, 0.5% (w/v) yeast extract with 3% (w/v) glycerol as a carbon source was used. Synthetic queuine, kindly provided by Hans-Dieter Gerber and Gerhard Klebe (Universität Marburg) (21), was added to 0.03 μM as indicated. Replacement of chromosomal *pmt1*^+^ by *pmt1-S80P* was constructed by CRISPR-Cas9 genome editing (22).

Growth curves of fission yeast cultures were obtained using a microplate reader (SynergyH1, BioTek). 100 μl cultures in a 96-well plate were inoculated to an optical density at 600 nm (OD_600_) of 0.1 in supplemented EMM with or without 0.03 μM queuine. OD_600_ was measured in 10 min intervals with double orbital shaking.

### Cultivation of mouse embryonic stem cells

E14Tg2a ESCs were maintained on gelatin coated-dishes without feeder cells. ESCs were cultured in serum free medium containing NDiff 227 (StemCells, Inc.) supplemented with MEK inhibitor PD0325901 (1 μM), GSK3 inhibitor CHIR99021 (3 μM) and LIF (1000 U/ml, Milipore). Queuine treatment was performed using 2i-medium supplemented with 0.05 or 0.5 μM of queuine. Cells were treated for 1, 2 or 3 days and harvested for RNA extraction.

### Animals

B6.129S4-Qtrt1Gt/+ mice (N6F3) (23) were bred in specific pathogen-free conditions at the Transgenic Facility of Trinity College Dublin. Brain and liver samples were recovered from adult animals of the respective genotypes at 12–16 weeks of age and stored in RNAlater^®^ (Thermo Fisher Scientific) before extraction of RNA.

### Ribosome profiling

Ribosome footprinting was performed essentially as described (24,25). *Schizosaccharomyces pombe* cultures were grown at 30°C to an OD_600_ of 1.0, 150 μg/ml cycloheximide was added to the medium and cells were incubated for further 15 min at 30°C. Cells were harvested and flash-frozen immediately in liquid nitrogen. Fifteen OD of each sample was lysed by adding 100 μl lysis buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1% Triton X-100, 200 μg/ml cycloheximide, 1% triton, protease inhibitor) and 1 g chilled glass beads (0.5 mm diameter). Samples were homogenized using a FastPrep-FP120 (MP Biomedicals) at level 6 for 13 s and subsequently diluted with 400 μl lysis buffer. Two centrifugation steps (1: 5 min, 4°C, 16 000 × g; 2: 15 min, 4°C, 16 000 × g) removed glass beads and cellular debris, respectively. In order to assess sample quality, polysome profiles were analyzed before footprint isolation. For this purpose, 400 μl of the supernatant were applied to linear 17.5 to a 50% sucrose gradient in 15 mM Tris–HCl pH 8.0, 15 mM MgCl_2_, 300 mM NaCl. Centrifugation was carried out at 35 000 rpm for 2.5 h at 4°C in a Beckmann SW60 rotor. Gradients were eluted with an ISCO UA-6 gradient fractionator, and polysome profiles were recorded by continuously monitoring the absorbance at 254 nm. For footprint isolation, 400 μl of the supernatants were digested with 4 U DNase I (ThermoScientific) and 800 U of RNase I (Ambion), for 45 min at room temperature with gentle shaking. 800 U of RNasin ribonuclease inhibitor (Promega) was added to quench the reaction. The samples were run on a 17.5–50% sucrose gradient to isolate monosomes. Footprint monosome RNAs were end-repaired with T4 polynucleotide kinase (TaKaRa), and size selected (28–31 nucleotides) on a 15% polyacrylamide Tris-borate–EDTA–urea gel. Sequence libraries from ribosome footprints and total *S. pombe* RNA were prepared according the manufacturer's protocol using NEB NEXT Small RNA library Prep Set for Illumina (Multiplex Compatible) E7330 (26). For details and quality control, see Supplementary Information.

### Translational error assay

Reporter plasmids to assay the frequency of translational errors *in vivo* were constructed based on plasmids developed to measure error rates in *Escherichia coli* (16). Plasmids (derivatives of pSLF173, see Supplementary Table S2) carrying *E. coli* β-galactosidase expressed under control of the *S. pombe nmt1* promoter were constructed that carry point mutations in codons encoding the active site amino acids aspartic acid 201 (D201) or glutamic acid 537 (E537) by amplifying the respective lacZ versions using primers XhoI_LacZ_pJC27.fw and LacZ_pJC27_BglII.rev (Supplementary Table S3) and cloning the resulting fragments into pSLF173 with XhoI/ BglII (all constructs were verified by sequence analysis). D201 (Asp), normally encoded by GAC or GAU, was mutated to Glu (GAA or GAG), or to Gly (GGU or GGC). E537(Glu) was mutated to Asp (GAC or GAU). Furthermore, Y503 was mutated to Cys (UGC or UGU). Mistranslation of the mutated codons D201 and E537 by tRNA^Asp^ or tRNA^Glu^, respectively, will restore activity of the reporter and thereby indicate translational error rates *in vivo. S. pombe* strains carrying these plasmids were cultured in minimal medium with or without 0.03 μM queuine. ß-Galactosidase activity was assayed using ortho-nitrophenyl-ß-d-galactopyranoside (ONPG) as described (27). Briefly, 1 ml of a yeast overnight culture was harvested and resuspended in 500 μl Z-buffer. After adding 50 μl of 0.1% SDS and 50 μl chloroform, cells were lysed by vigorous vortexing. 100 μl of ONPG (4 mg/ml) was added and the reaction incubated for 30 min at 37°C. Reaction was quenched with 500 μl 1M Na_2_CO_3_, and the optical density at 420 nm (OD_420_) was measured. Since strains expressing the wild-type ß-galactosidase had much higher activity, only 50 μl of the respective cultures were harvested and assayed for only 2 min. ß-Galactosidase activity was calculated using the following formula, where *V* is the harvested volume and t the incubation time: Activity = 1000 × OD_420_/*V* × *t* × OD_600_.

### High-throughput bisulfite sequencing of tRNA^Asp^

Total RNA was isolated from mouse brain and liver by placing 200 mg of the tissue in a 2 ml Eppendorf tube together with eight steel beads (2 mm). Tubes were flash frozen in liquid nitrogen and homogenized in Mixer Mill 400 (Retsch, Germany). RNA was extracted from the resulting powder with 1 ml TRIzol (Invitrogen) following the manufacturers instructions. For RNA extraction from ESCs, cells were lysed directly in TRizol, and RNA extraction was performed according to manufacturers instructions. Bisulfite sequencing of tRNAs was performed as described previously (17,28). Primer sequences are listed in Supplementary Table S3. Processing included trimming of PCR primers, selection of high quality reads and sorting of the reads based on the sequence in the degenerate region of the RT-primer. Processed reads were analyzed for bisulfite conversion using BiQ Analyzer HT (29).

### High-throughput sequencing of RNA (RNA-Seq)

After quantification of total RNA and quality assessment on an Advanced Analytical Fragment Analyzer using the DNF-472 High Sensitivity RNA Analysis Kit (all Advanced Analytical Tech. Inc; Ankeny Iowa, USA), the mRNA was isolated from high quality total RNA extracts by using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490). Illumina-compatible RNA-libraries were constructed by using the NEBNext Ultra RNALibrary Prep Kit for Illumina (E7530) as well as the NEBNext Multiplex Oligos for Illumina (E7335) following the distributors instruction manuals. Multiplexed RNA libraries were mixed in equilibrium according to their Qubit (Life Technologies) measurements, fragment distribution profiles on the Advanced Anayltical Fragment Analyzer and quantification of library 5′-and 3′- ends by Real Time PCR. For each library, 30 Mio clusters were sequenced in a 1 × 75 base mode on a Illumina NextSeq500 instrument according to the manufacturer's protocol and using the NextSeq 500/550 High Output Sequencing Kit v2 (75 cycles) (Product Code: FC-404-2005).

### Ribosome footprint and RNA sequencing analysis

Ribosome footprinting analysis was conducted mainly as previously described (26,30,31). Sequences from ribosome footprints were trimmed (quality score ≥ 30), cleansed of adaptor sequences (AGATCGGAAGAGCACACGTCT), and size-selected (25–35nt). Remaining reads were aligned to rRNA and tRNA (main and mitochondrial) sequences from arb-silva (https://www.arb-silva.de/), Pombase (https://www.pombase.org/) and gtRNA (http://gtrnadb.ucsc.edu/), using Bowtie (seed length 23nt, up to two mismatches with base quality ≥70). Mapped reads were discarded, and unmapped reads were further aligned to transcripts sequences from Pombase (cDNA devoid of dubious sequences). The total number of reads for each replicate was between 2 844 504 and 27 469 062, among which 857 876 to 11 543 820 reads mapped to mRNA transcripts. The latter reads were length-stratified between 25 and 32nt. We examined the counts of each read start occurring at 20nt up- or downstream of the start codon to determine which lengths exhibited 3nt periodicity, sufficient read amounts and a clear peak at 12nt/start codon, and were therefore suitable for further analysis. Restricting the aligned reads to these lengths, and after further basic quality controls (consistent coding sequence, as annotated in Pombase), we assigned A-site position at read start +15nt (+1nt offset to match the open reading frame wherever necessary). We calculated bulk codon occupancy by dividing the codon proportions in the A-site by the codon usage (codon proportions averaged on the 3 codons directly adjacent to the 3′ side of the A site. For single sample analysis, we used codon usage compiled from CDS sequences from the mRNAs that are represented in the footprints). Comparisons between conditions were obtained by dividing bulk codon occupancy in one condition by bulk codon occupancy in a control condition. In addition, read counts per mRNA were determined. tRNA adaptation indices, denoted tAI, were calculated for each codon from formulas 1 and 2 in (32). Codon-anticodon pairing efficiencies were taken from (33), and tRNA counts by anticodon for *S. pombe* were retrieved from the genomic tRNA database http://gtrnadb.ucsc.edu (34). Spearman rank correlation coefficient was calculated between the vector of 1/tAI for each codon and the vector of A-site codon occupancies. Mean relative enrichment of arginine codons was calculated using a custom Python script reproducing calculations described in (35). Offsets from 90 codons upstream to 90 codons downstream of the A-site were used.

Sequences from RNA-seq were processed like ribosome footprints except size selection (reads at least 25nt long were considered). Read counts per replicate were between 23 308 777 and 78 566 554, resulting in 11 065 179 to 68 433 052 reads mapped to mRNA transcripts. The count of reads aligning to a specific mRNA was used to normalize the respective number of footprints to calculate translation efficiency. The procedures described here were implemented and carried out using Galaxy (36) and custom Python and R scripts. Differential translation efficiency was assessed using Xtail (37). Inclusion threshold was set at 0.05 (unadjusted *P*-values) or 0.1 (Benjamini–Hochberg-adjusted *P*-value, adjusted for multiple testing, for *pmt1Δ* + v/ *pmt1*^+^ OE) for use in further enrichment analysis for comparisons wt/ wt+Q, *pmt1Δ*/ *pmt1Δ*+Q, *pmt1Δ*/wt, *pmt1Δ*+Q/ wt+Q, *pmt1Δ*/ wt + Q and *pmt1Δ* + v/ *pmt1*^+^ OE. GO enrichment analysis was performed using DAVID functional annotation tool, with significance level equal to 0.1 on *P*-values adjusted for multiple testing.

### Quantification and statistical analysis

Mean and standard deviation were used in the figures, unless stated otherwise. Ribosome profiling and RNA-seq data are available in the NCBI GEO database, record GSE102376. Details on software are available in Supplementary Table S4.

### Bisulfite sequencing analysis

The tRNA cytosine-5 methylome was analysed by bisulfite sequencing as described (38). Briefly, sequenced reads were aligned using BSMAP with reference tRNA sequences downloaded from the genomic tRNA database http://gtrnadb.ucsc.edu/, and summarized so as to remove sequences which would be identical if all Cs are converted to Us. Aligned reads were quality-controlled, filtered for unconversion artefacts and ambiguous alignment. Remaining reads were identified to a Poisson distribution. Potential methylation status was derived using a Poisson test and the calculated distribution parameters.

### Immunoblotting

For the analysis of Cox2 protein expression, cells were harvested in logarithmic phase and lysed in 1.85 NaOH/7.4% ß-mercaptoethanol (39). Proteins were precipitated with 25% TCA, washed with acetone and resuspended in 5% SDS. After SDS-PAGE, proteins were transferred to nitrocellulose membranes, according to standard techniques. Membranes were incubated with 1:3000 anti-Cox2 antibody (40) followed by 1:50 000 anti-rabbit HRP antibody (Sigma, A0545), or with 1:2000 anti-tubulin antibody (Abcam, ab6161) followed by 1:50 000 anti-rat HRP antibody (Abcam, ab6734).

See Supplementary Information for further Materials and Methods.

## RESULTS

### Queuosinylation of tRNAs increases translational speed for C-ending histidine and aspartate codons and reduces speed for U-ending asparagine and tyrosine codons in *S. pombe*

Both Q34 and m^5^C38 modification of tRNAs occur in the anticodon stem-loop, raising the question whether they affect codon–anticodon interaction and thus translational speed. To investigate translational effects *in vivo*, ribosome profiling was performed with *S. pombe* cells (24,26). 

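Ribosome profiling sequences the short stretches of mRNA that ribosomes protect from nuclease digestion, and the codon in the A-site of each footprint is the codon that was being decoded. Wt and *pmt1*Δ cells were grown in full medium without or with queuine, in 3 cultures per condition. The authors trimmed the reads for quality and adaptor sequence, discarded those that mapped to rRNA or tRNA, aligned the rest to annotated cDNA sequences with Bowtie and kept the read lengths with 3-nt periodicity. They took the A-site codon at a set distance from the start of the read, shifted where necessary to match the reading frame. The deposited codon occupancy is a ratio without a unit, the proportion of a codon in the A-site divided by its proportion in codon usage, and it is given for each of 61 sense codons in each library. The authors also deposited the footprint count of each gene in each library, without normalization. Summed over the genes, replicates 1, 2 and 3 held 7574904, 4901269 and 1049151 footprints in wt, 6748635, 6549465 and 1267559 in wt + Q, 9137284, 8993615 and 1141247 in *pmt1*Δ, and 9118462, 6742784 and 1040753 in *pmt1*Δ + Q. The third replicate was thus the shallowest in all 4 conditions. The paper gives a range from 857876 to 11543820 reads mapped to mRNA over all of its footprint libraries, and the values here use the sums of the deposited counts. The number of A-site codons behind each occupancy value is unknown, so no counting interval is given for it. Occupancies were compared on the log2 scale with limma over all codons, with Benjamini-Hochberg adjustment and a threshold of 0.05, and an occupancy ratio is the ratio of the geometric means of the conditions. Each codon named here was also compared with a two-sided exact permutation test, for which 3 libraries against 3 allow no p below 0.1.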

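The gene *pmt1* (SPBC19C2.02) lies on the plus strand of chromosome II of the ASM294v3 genome, from 1674026 to 1675523, and has a coding sequence of 993 nt in 2 coding exons. In wt cells, 120, 81 and 18 footprints were counted on it in replicates 1, 2 and 3, and in wt + Q the counts were 90, 97 and 19. *pmt1*Δ cells gave 2, 0 and 0 footprints, and no footprint was counted in any library of *pmt1*Δ + Q. Set against a floor of 3 counts in each *pmt1*Δ library, the mean normalized footprint level was 16.2 times the mean floor in wt and 13.6 times in wt + Q. Against the same floor in *pmt1*Δ + Q, wt + Q was at 12.4 times. These ratios put the deleted libraries, which held at most 2 counts, at the floor. They leave out the counting error of wt and wt + Q, so they are not strict lower bounds.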

The individual and combined effects of Dnmt2-dependent m^5^C38 methylation and queuosinylation of tRNAs were determined for wild-type (wt) and *pmt1Δ* cells that were cultured in the presence or absence of queuine (three independent biological replicates of each condition; see Supplementary Information for quality control).

To investigate the effect of Q modification on the translational speed of individual codons, we first compared the two conditions of no *versus* full Q modification in the absence of m^5^C38 on tRNA^Asp^, i.e. in the *pmt1Δ* strain. This was done by calculating the ratio of occupancy in *pmt1Δ* without Q to that of *pmt1Δ* grown with Q (*pmt1Δ*/ *pmt1Δ* + Q, Figure 1A and B, red bars). If the ratio is higher than 1, this indicates that the ribosome occupancy is increased in *pmt1Δ* relative to *pmt1Δ* + Q. This is interpreted to mean that translational speed is decreased in the absence of Q. Interestingly, we found two patterns in the response of the Q codons to the presence or absence of the Q modification. For the C-ending Asp and His codons (GAC and CAC), the absence of Q increased occupancy time (occupancy ratio unmodified/modified > 1) in the ribosomal A-site (Figure 1B), therefore decreasing translational speed, whereas the residency of the ribosome on the respective U-ending Asp and His codons GAU and CAU was unaffected (Figure 1B). Thus, the Q-modification of the respective tRNAs caused faster translation for the C-ending Asp and His codons relative to the U-ending codons.

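For GAC, mean occupancy was 1.07 ± 0.0238 (SD, n = 3) in *pmt1*Δ and 1.01 ± 0.0167 (SD, n = 3) in *pmt1*Δ + Q, an occupancy ratio of 1.07 (adjusted p = 0.993 from limma). Each *pmt1*Δ library lay above each *pmt1*Δ + Q library (exact permutation test, two-sided, p = 0.1, the smallest possible), and the ratios of same-numbered replicates were 1.06, 1.06 and 1.08. For CAC, occupancy was 1.08 ± 0.0807 (SD, n = 3) against 0.979 ± 0.0817 (SD, n = 3), a ratio of 1.10 with overlapping libraries (exact p = 0.2). Of the alternative settings, leaving out *pmt1*Δ + Q replicate 1 or 2 moved the CAC ratio most, to 1.06 and 1.15. GAU had an occupancy of 0.970 ± 0.0462 (SD, n = 3) without Q and 0.989 ± 0.0424 (SD, n = 3) with Q, a ratio of 0.980 (exact p = 0.7) that rose to 1.00 without *pmt1*Δ replicate 3. The ratio of CAU was 1.01 (1.06 ± 0.0239 against 1.05 ± 0.0263, SD, n = 3; exact p = 0.6), and it fell just below 1, to 0.998, without *pmt1*Δ replicate 3 and to 0.999 without *pmt1*Δ + Q replicate 2. None of the 61 codons passed the threshold in this comparison, and none had an unadjusted p under 0.05. Among independent codons without any effect, a share of 0.05 would be expected under it. Deviations of same-numbered libraries from the condition means correlated at 0.863, 0.398 and 0.196, which this unpaired test leaves in its error. The absence of calls, here and in the other full-medium comparisons, is therefore no evidence that occupancy was unchanged.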

**Figure 1.**
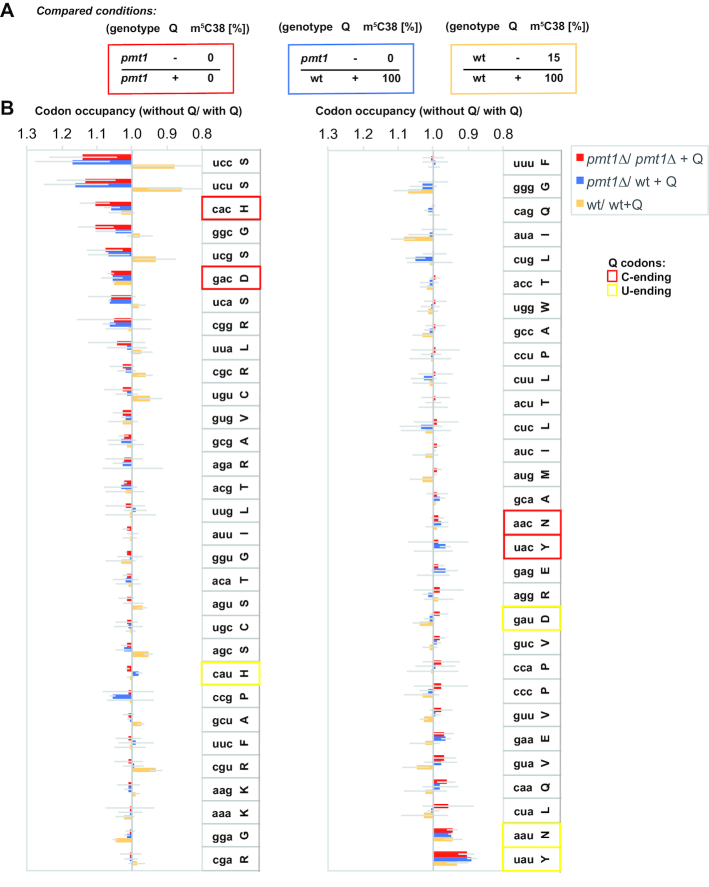
Queuosine modification of tRNAs increases the translational speed of the C-ending codons for His and Asp and decreases the speed of the U-ending Asn and Tyr codons. (**A**) Overview of the experimental conditions for ribosome profiling to determine the effect of Q modification on translation. m^5^C38 indicates the level (%) of C38 methylation of tRNA^Asp^ in a given sample. Q designates samples with (+) or without (–) Q34-modification of tRNAs. (**B**) Codon-specific changes in ribosomal A-site occupancy in the absence of Q modification in comparison to with Q (mean ± SEM, n = 3), as measured by ribosome profiling. C-ending Q codons are boxed in red, U-ending codons in yellow. Thin gray lines give the SEM.

A second response was observed for the Q-containing tRNAs for Asn and Tyr. 

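In *pmt1*Δ without Q, the Asn codon AAU had a mean occupancy of 0.870 ± 0.0144 (SD, n = 3), against 0.924 ± 0.0392 (SD, n = 3) with Q. The occupancy ratio was 0.943, with values of 0.935, 0.973 and 0.922 for the same-numbered replicates (exact permutation test, two-sided, p = 0.2). The Tyr codon UAU gave 1.09 ± 0.0804 (SD, n = 3) and 1.21 ± 0.0986 (SD, n = 3), a ratio of 0.902, with 0.884, 0.875 and 0.949 in the replicates (exact p = 0.3). Both codons were lower without Q in every same-numbered pair, but the libraries of the conditions overlapped.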

In the absence of Q, U-ending codons (AAU and UAU) showed lower ribosomal occupancy (occupancy ratio unmodified/ modified < 1), and thus faster translation. 

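For AAC, mean occupancy in *pmt1*Δ was 0.756 ± 0.00221 (SD, n = 3) without Q and 0.765 ± 0.0226 (SD, n = 3) with Q, a ratio of 0.988 (exact permutation test, two-sided, p = 0.6). It became 1.00 without *pmt1*Δ + Q replicate 3. UAC had occupancies of 1.03 ± 0.0859 and 1.06 ± 0.124 (SD, n = 3), and its ratio of 0.976 (exact p = 0.9) spread over the replicates from 0.868 to 1.15. Without *pmt1*Δ replicate 2 the UAC ratio was 1.02, and without *pmt1*Δ + Q replicate 1 it was 1.03, so its direction was not fixed by the data.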

The Q34 modification thus slows translation of the U-ending codon relative to the C-ending codon, whereas the C-ending codons (AAC and UAC) were unaffected by Q modification (Figure 1B). Therefore, Q modification reduces translational speed of the U-ending codons for Asn and Tyr.

Further analysis addressed how Q differentially affects the respective U- versus C-ending codon pairs in the absence of m^5^C38. This was determined by calculating the ratio of reduced translational speed generated at the C- relative to the U-ending codon (Figure 2, *pmt1Δ*/ *pmt1Δ* + Q, red bars). 

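Within each library, the occupancy of the C-ending codon was divided by that of the U-ending codon, and the 16 NNC/NNU pairs were compared between *pmt1*Δ and *pmt1*Δ + Q with limma. The Asn pair AAC/AAU gave 0.869 ± 0.0130 (SD, n = 3) without Q and 0.829 ± 0.0138 (SD, n = 3) with Q, a ratio of 1.05. Its libraries did not overlap (exact permutation test, two-sided, p = 0.1), and the adjusted p was 0.447. For the His pair CAC/CAU, 1.02 ± 0.0583 against 0.937 ± 0.0923 (SD, n = 3) made a ratio of 1.09 (adjusted p = 0.503 from limma). The Asp pair GAC/GAU had a ratio of 1.09, from 1.11 ± 0.0741 and 1.02 ± 0.0612 (SD, n = 3). For the Tyr pair UAC/UAU the ratio was 1.08, from 0.945 ± 0.0283 and 0.875 ± 0.0647 (SD, n = 3). The exact p was 0.2 for each of the His, Asp and Tyr pairs. With robust and trended empirical Bayes moderation in limma, which moved this comparison most, AAC/AAU passed the threshold (adjusted p = 0.0395; from 0.0395 to 0.959 over the alternatives), and it was the only pair that did.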

The results showed, in all four cases of Q codons, that the C-ending codon showed higher ribosome occupancy than the U-ending codon when the tRNA was not Q-modified, meaning that the C-ending codons became slower than the U-ending codons for translation in the absence of Q modification. With the exception of the glycine codons, this differential effect on C- versus U-ending codons was only slight for other codon pairs.

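The Gly pair GGC/GGU had a C-ending over U-ending occupancy of 1.00 ± 0.0676 (SD, n = 3) in *pmt1*Δ and 0.926 ± 0.0404 (SD, n = 3) in *pmt1*Δ + Q, a ratio of 1.08 (exact permutation test, two-sided, p = 0.2; adjusted p = 0.447 from limma). The other 11 pairs ranged from 0.970 for AUC/AUU to 1.01 for CGC/CGU. No pair passed the threshold of 0.05, and AAC/AAU, with an unadjusted p of 0.0494 from limma, was the only one under 0.05 before adjustment.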

**Figure 2.**
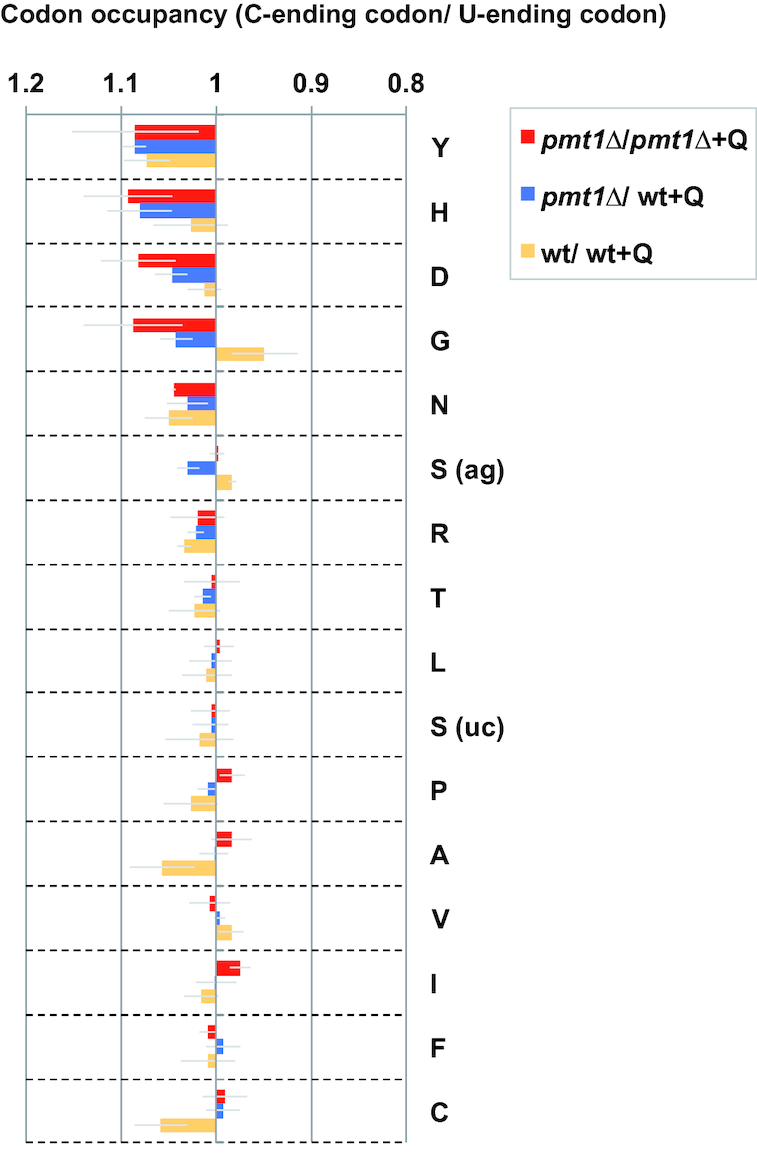
Translational speed of C-ending Q codons relative to U-ending codons was decreased in the absence of Q modification (mean ± SEM (thin gray lines), *n* = 3). Experimental conditions used are as in Figure 1.

Codons other than those of Q-containing tRNAs also showed changes in codon occupancy. Notably, the glycine codon GGC showed higher occupancy in the presence of Q, which may relate to our observation that the GGC codon is sensitive to misreading by tRNA^Asp^ (see below). Furthermore, the four UCN serine codons displayed slower translation in the absence of Q (Figure 1B), though the differences among replicates were substantial and were not statistically significant. These effects may reflect differences in tRNA pools and tRNA availability. Indeed, we observed variability in tRNA^Ser^_AGA_ levels across replicates (Supplementary Figure S1A). 

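The deposited occupancy of GGC was 1.49 ± 0.0547 (SD, n = 3) in *pmt1*Δ and 1.35 ± 0.0793 (SD, n = 3) in *pmt1*Δ + Q. The ratio of the culture without Q to that with Q was 1.03, 1.08 and 1.2 in the replicates and 1.10 as a mean, and each library without Q lay above each library with Q (exact permutation test, two-sided, p = 0.1). Between wt and wt + Q the GGC ratio was 0.975. The ratios of the other glycine codons in *pmt1*Δ were 1.02 for GGU, 1.01 for GGA and 0.993 for GGG.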

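In *pmt1*Δ, UCU occupancy was 0.672 ± 0.0209 (SD, n = 3) without Q and 0.602 ± 0.103 (SD, n = 3) with Q, and UCC occupancy was 0.473 ± 0.0112 and 0.422 ± 0.0745 (SD, n = 3). Both had a ratio of 1.13 (exact permutation test, two-sided, p = 0.4). The spread was larger than the difference. UCU gave 0.965, 1.21 and 1.23 in the same-numbered replicates, and UCC 0.959, 1.18 and 1.28. The ratios of UCA and UCG were 1.05 (exact p = 0.7) and 1.07 (exact p = 0.4). Without *pmt1*Δ + Q replicate 3, the UCA ratio fell to 0.995.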

We note that other ribosome profiling studies in *S. cerevisiae* observe similarly high variability among replicates and effects on seemingly unrelated codons that are on par with those on the expected codons (41).

We next considered the consequence of the combined effect of Q modification and m^5^C38 on codon occupancy by calculating the ratio of occupancy in *pmt1Δ* versus wt + Q (Figure 1A and B, blue bars). While m^5^C38 on tRNA^Asp^ is absent in *pmt1Δ*, it is present to 100% in wt + Q due to the stimulation of Dnmt2/ Pmt1 activity by Q (17). This comparison allowed us to evaluate the additional effect of m^5^C38 relative to *pmt1Δ*/ *pmt1Δ* + Q (Figure 1B, red bars). Altogether, the effects on codon occupancy were rather similar to those of *pmt1Δ*/ *pmt1Δ* + Q, and differences were not statistically significant. 

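Between *pmt1*Δ and wt + Q, the occupancy ratio was 1.05 for GAC (exact permutation test, two-sided, p = 0.3) and 1.06 for CAC (exact p = 0.6). Leaving out wt + Q replicate 1 brought CAC to 0.994. Among the U-ending codons, AAU had a ratio of 0.953 with libraries that did not overlap (exact p = 0.1), and UAU had a ratio of 0.888 (exact p = 0.2), while GAU and CAU lay at 1.01 and 0.981. The ratios of AAC and UAC were 0.982 and 0.964. No codon passed the threshold (smallest adjusted p = 0.998 from limma), and none had an unadjusted p under 0.05. As C-ending over U-ending occupancy, the ratios were 1.09 for UAC/UAU (exact p = 0.1), 1.08 for CAC/CAU, 1.04 for GAC/GAU and 1.03 for AAC/AAU, and no pair passed the threshold. With same-numbered replicates as a block, which the libraries of this comparison allow, 2 pairs passed it. Their adjusted p-values were 0.000353 for UAC/UAU (from 0.000353 to 0.922 over the alternatives) and 0.000537 for CAC/CAU (from 0.000537 to 0.993).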

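Dividing the ratio *pmt1*Δ/wt + Q by the ratio *pmt1*Δ/*pmt1*Δ + Q leaves the ratio of *pmt1*Δ + Q to wt + Q, in which Q-modification is present on both sides and Dnmt2 on one. Over the 8 Q codons, it ranged from 0.958 for CAC to 1.03 for GAU. The occupancy of GAU was 0.961 ± 0.0284 (SD, n = 3) in wt + Q. CAC changed direction without wt + Q replicate 3, where its ratio was 1.01, and it was 1.00 without *pmt1*Δ + Q replicate 1. Not one of the 61 codons passed the threshold (adjusted p = 0.995 for each Q codon from limma), and none had an unadjusted p under 0.05. The interaction of strain and queuine, which tests whether Q acted differently on a codon in wt and in *pmt1*Δ, passed the threshold for no codon. The largest interaction among the Q and serine codons was that of UCU, at 0.41 on the log2 scale (standard error 0.23, adjusted p = 0.995 from limma).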

We conclude that the effect on translation is predominated by Q, and that m^5^C38 at most has a mild modulatory effect on codon occupancy in addition to Q modification.

As a third comparison, we investigated the change in codon occupancy in wt without Q to wt with Q (wt/wt + Q, Figure 1A and B, orange bars). This analysis is complicated by the fact that wt cells carry only partially C38-methylated tRNA^Asp^ (approx. 15%), but upon addition of Q, m^5^C38 increases to 100% (17). The ratio of codon occupancy was similar for all Q codons, with the exception of the GAU Asp codon, where the ratio was higher than 1. This suggests that changing from 15% m^5^C38 and 0% Q to 100% of m^5^C38 and Q may show a mild trend towards decreased translational speed of this codon, and this results in a loss of the preferential reduction of translational speed at the C-ending versus the U-ending Asp codon (Figure 2, orange bars compared to red and blue bars). Furthermore, the effects on non-Q codons (e.g. the serine codons) appeared reverted in wt/ wt + Q (Figures 1B and 2), though there was large variability among replicates, and the differences to the other conditions were not statistically significant.

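In wt without Q, GAU occupancy was 0.995 ± 0.0284 (SD, n = 3), and the ratio to wt + Q was 1.04, with 1.02, 1.08 and 1.01 in the same-numbered replicates. The libraries overlapped (exact permutation test, two-sided, p = 0.2). GAC had a ratio of 1.05 (exact p = 0.4), CAC of 1.03 (exact p = 0.7) and CAU of 1.00. These tests do not pair the replicates. GAC was higher without Q in every same-numbered pair, at 1.02, 1.05 and 1.14 in wt against 0.973, 0.990 and 1.09 in wt + Q. CAC was higher without Q in replicates 1 and 2 and lower in replicate 3. CAC reversed to 0.964 without wt + Q replicate 1. The U-ending codons AAU and UAU were lower without Q, with ratios of 0.943 and 0.930 and no overlap between the libraries (exact p = 0.1 for each), and AAC and UAC had ratios of 0.989 and 0.995. The smallest adjusted p over the 61 codons was 0.992 from limma, and no codon had an unadjusted p under 0.05.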

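The C-ending over U-ending occupancy of the Asp codons, GAC/GAU, had a ratio of 1.01 between wt and wt + Q (exact permutation test, two-sided, p = 0.8), and its direction reversed to 0.966 without wt replicate 3 and to 0.977 without wt + Q replicate 1. CAC/CAU gave 1.02 (exact p = 0.9), and fell to 0.960 without wt + Q replicate 1 and to 0.999 without wt replicate 2. The Asn and Tyr pairs kept ratios above 1, at 1.05 (exact p = 0.2) and 1.07 (exact p = 0.1; adjusted p = 0.79 from limma). Whether Q acted differently on GAU in wt and in *pmt1*Δ was tested as an interaction, which was -0.08 on the log2 scale (unadjusted p = 0.34 from limma).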

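The ratio of wt to wt + Q was 0.849 for UCU, 0.864 for UCC, 0.981 for UCA and 0.933 for UCG. None of these differences exceeded the spread of the replicates (exact permutation test, two-sided, p = 0.4 for UCU, UCC and UCG and 0.8 for UCA). For UCC, the same-numbered replicates gave 1.14, 0.805 and 0.704, and for UCU 1.05, 0.791 and 0.738. The strain by queuine interaction of UCU had an unadjusted p of 0.102 from limma.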

We were interested to see whether the two types of translation responses of the Q codons described above reflected differences in the levels of Q modification of the respective tRNAs. This was not the case, since our analysis showed that tRNA^Asp^ and tRNA^Tyr^ were equally strongly Q-modified when grown in Q-containing medium, and tRNA^His^ and tRNA^Asn^ were modified to ∼90% (Supplementary Figure S1B, with some variation among replicates). Of note, the Q levels in tRNAs observed here in *S. pombe* were consistent with earlier observations in mice that tRNA^Asp^ and tRNA^Tyr^ are preferentially modified relative to tRNA^His^ and tRNA^Asn^ (20,42).

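For each library, the log2 of C-ending over U-ending occupancy was averaged over the 4 Q codon pairs of Asp, His, Asn and Tyr. The replicates gave -0.106, -0.0455 and -0.0199 in wt and -0.183, -0.111 and -0.0424 in wt + Q. They gave -0.0886, -0.0122 and 0.0158 in *pmt1*Δ and -0.184, -0.0436 and -0.178 in *pmt1*Δ + Q. Over both strains, the mean was higher without Q by 0.0810 on the log2 scale (two-sided exact permutation of the queuine labels within each strain, 400 permutations, p = 0.06). The difference was positive in 6 of 6 same-numbered pairs, and with sign flips of these pairs, the setting that moved the result most, p was 0.0312, the smallest that 6 pairs allow. Taken alone, wt gave 0.0552 (exact p = 0.3) and *pmt1*Δ 0.107 (exact p = 0.2). The other 12 NNC/NNU pairs differed by 0.00999 (exact p = 0.595), positive in 5 of 6 same-numbered pairs (exact sign flips, p = 0.156).

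**Figure D1:**
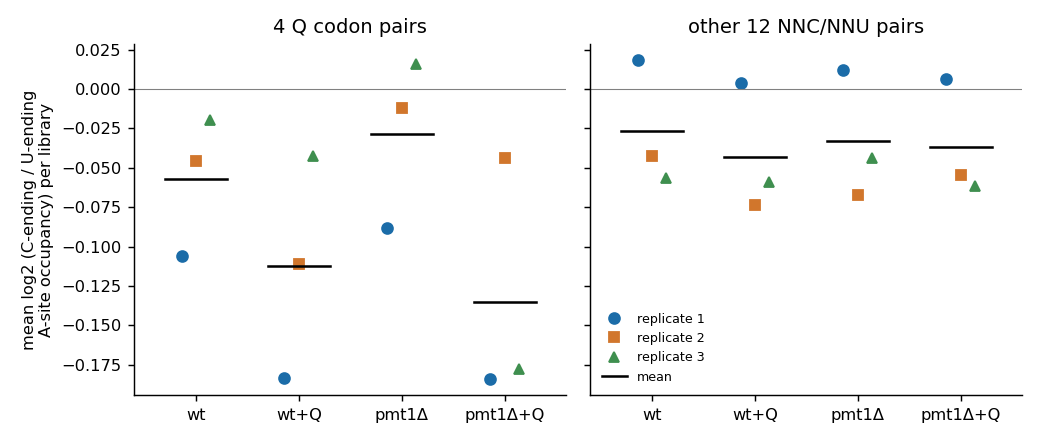
Mean log2 of C-ending over U-ending A-site occupancy in each of 12 libraries, for the 4 Q codon pairs and for the other 12 NNC/NNU pairs. Points are libraries, marked by replicate, and lines are the means of 3 replicates; among the Q codon pairs each culture with Q lies below the same-numbered culture without Q.

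From the slower C-ending Asp and His codons and the faster U-ending Asn and Tyr codons in the absence of Q, the paper reasons that Q shifts each pair in the same direction.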

Taken together, these results indicate that one function of Q-modification in tRNAs is to improve translation of C-ending codons relative to U-ending codons in *S. pombe*. This contrasts with our recent analysis of the effect of Q in human cells, where three U-ending codons were more strongly slowed down in the absence of Q than the respective C-ending codons (13). However, our results are in line with the observation of a preference for C-ending codons across evolutionary time at conserved protein residues in Drosophilids (15).

### Dnmt2-dependent m^5^C38 methylation causes mild changes in translational speed of aspartate codons

We next sought to investigate the effect of C38 methylation of tRNA^Asp^ on translational speed. To determine the effect of quantitative m^5^C38 methylation in the absence of Q, cells over-expressing *pmt1^+^* were compared to cells carrying an empty vector. *pmt1*^+^ overexpression (OE) is the only experimental condition in which we can obtain 100% m^5^C38 methylation in the absence of Q (17), and cells had to be cultivated in minimal medium to select for the presence of the respective *pmt1*^+^ plasmid. As a control, cells carrying the empty vector and cultivated in minimal medium were used (*pmt1*Δ +v/ *pmt1*^+^ OE, Figure 3A and B, grey bars) in order to obviate differences in growth conditions. 

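Both strains of this comparison lacked Q and were grown in minimal medium (EMM), which selects for the plasmid. The plasmid carries *ura4* and either *pmt1*+ under the *nmt1* promoter or no insert. Each condition had 3 cultures. Summed over the genes, 4422813, 4984624 and 5314139 footprints were counted in *pmt1*Δ + v and 746737, 807438 and 927516 in *pmt1*+ OE, so the overexpressing libraries were the shallower ones. Their processing by the authors was that of the other footprint libraries, and the deposited values were compared in the same way. On *pmt1*, 19, 3 and 47 footprints were counted in *pmt1*Δ + v, against 15687, 17247 and 19101 in *pmt1*+ OE. As cpm, the counts scaled to library size by TMM normalization, this was 4.42 ± 4.02 (SD, n = 3) and 20709 ± 801 (SD, n = 3), a log2 fold change of 12.16 (standard error 0.26, adjusted p = 9.78e-20 from edgeR's quasi-likelihood test).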

We furthermore calculated ratios of codon occupancy for the effect of m^5^C38 in the presence of Q (*pmt1*Δ + Q/wt + Q, grown in full medium, Figure 3B, green bars), or changing both m^5^C38 and Q (*pmt1*Δ/ wt + Q, grown in full medium, Figure 3B, blue bars, same data as in Figure 1B, blue bars). The Asp codon GAC showed a mild increase in ribosome occupancy in *pmt1*Δ compared to *pmt1*^+^ overexpression (Figure 3B, gray bars) and *pmt1*Δ compared to wt + Q (Figure 3B, blue bars), and the GAU codon occupancy was weakly increased by m^5^C38 in the presence of Q (Figure 3B, *pmt1*Δ + Q/ wt + Q, green bars), indicating that they were translated slightly slower when tRNA^Asp^ carried C38, rather than m^5^C38.

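The ratio of *pmt1*Δ + v to *pmt1*+ OE was 1.03 for GAC, from occupancies of 1.01 ± 0.0282 and 0.988 ± 0.0413 (SD, n = 3). The libraries overlapped (exact permutation test, two-sided, p = 0.4; adjusted p = 0.955 from limma). The ratio of GAU was 1.01 (exact p = 0.9). In *pmt1*Δ + Q, GAU occupancy exceeded that of wt + Q in all 3 same-numbered replicates, with ratios of 1.03, 1.00 and 1.05 (exact p = 0.3). GAC gave 0.990 in that comparison (exact p = 0.9), and 1.02 without wt + Q replicate 3.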

**Figure 3.**
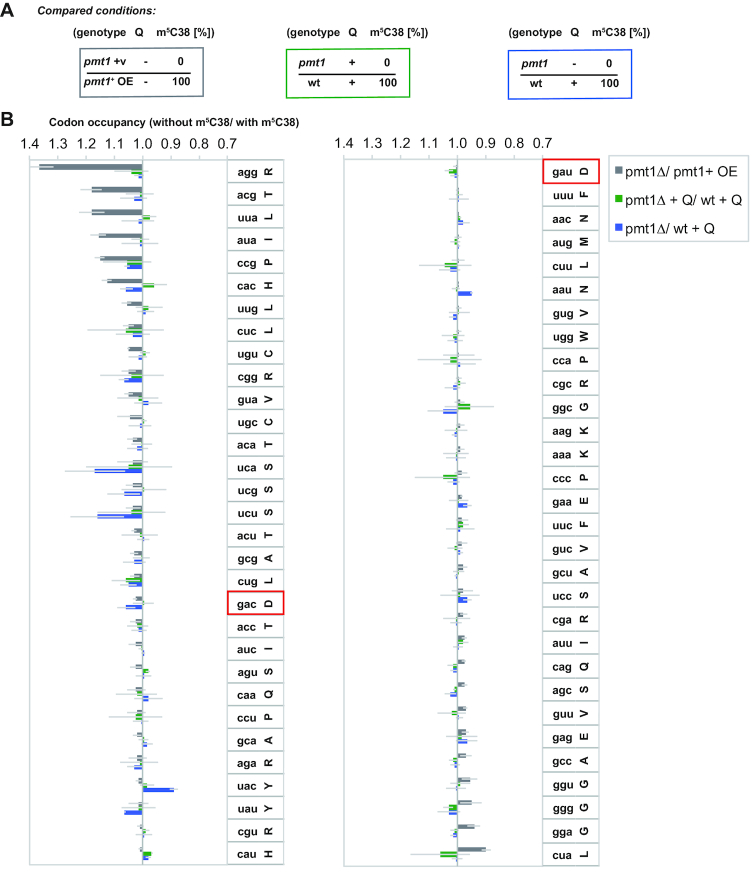
Global effect of Dnmt2/ Pmt1-dependent tRNA^Asp^ methylation on codon occupancy. Codon occupancy in samples without m^5^C38 tRNA^Asp^ methylation was compared to those with m^5^C38. (**A**) Overview of sample comparisons regarding the presence or absence of m^5^C38 and Q. Representation as in Figure 1A. Sample comparisons were *pmt1*Δ cells carrying a vector control (+v) compared to control *pmt1*^+^ OE (overexpression) cells (cells cultivated in minimal medium, gray); *pmt1*Δ + Q compared to wt +Q (green); and *pmt1*Δ compared to wt + Q (blue, same data as in Figure 1B). Values are mean ± SEM (representation as in Figure 1B). (**B**) Codon-specific changes in ribosomal A-site occupancy in the absence of m^5^C38 (*pmt1*Δ) compared to with m^5^C38 by *pmt1*^+^ overexpression (OE) or by the addition of Q. Representation as in Figure 1B.

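The test of all 61 codons between *pmt1*Δ + v and *pmt1*+ OE made 1 call, the Arg codon AGG, and 7 codons had an unadjusted p under 0.05. Same-numbered replicates of these libraries resembled each other more than other replicates did. With them as a block, which moved the count most, 7 codons passed the threshold: ACG, AGG, AUA, CAC, CCG and UUA, which had higher occupancy in *pmt1*Δ + v, and CUA, which had lower occupancy. Leaving out 1 library at a time gave from 0 calls, without *pmt1*Δ + v replicate 2, to 4, without *pmt1*+ OE replicate 1 (ACG, AGG, AUA and UUA). The ratio of the His codon CAC was 1.13 and that of CUA 0.899, with no overlap between the libraries (exact permutation test, two-sided, p = 0.1 for each). As C-ending over U-ending occupancy, CAC/CAU passed the threshold, at 1.02 ± 0.0380 against 0.915 ± 0.0626 (SD, n = 3), a ratio of 1.12 (adjusted p = 0.0381 from limma; exact p = 0.2). That call held with same-numbered replicates as a block (adjusted p = 0.0138 from limma; smallest adjusted p of a pair from 0.000945 to 0.618 over the alternatives) and without *pmt1*+ OE replicate 3, was lost in the other 5 fits that each left out 1 library, and was also lost with robust and trended moderation.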

Notably, several codons displayed stronger Dnmt2-dependent changes in ribosome occupancy than the Asp codons. Most prominently, the arginine (AGG), threonine (ACG) and leucine (UUA) codons showed increased occupancy in the absence of m^5^C38 in the *pmt1*Δ/ *pmt1*^+^ OE comparison (Figure 3B, gray bars), but not the other comparisons. This difference may be the result of the necessity to cultivate cells for the *pmt1*Δ/ *pmt1*^+^ OE comparison in minimal medium, which also precluded us from comparing the effect of *pmt1*^+^ overexpression in the absence of Q (100% m^5^C38, 0% Q) to that in wt + Q (100% m^5^C38, 100% Q) due to large differences of cultivation conditions (full versus minimal medium) on codon occupancy. 

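AGG had an occupancy of 1.42 ± 0.0555 (SD, n = 3) in *pmt1*Δ + v and 1.04 ± 0.0670 (SD, n = 3) in *pmt1*+ OE. The ratio of 1.37 (0.45 on the log2 scale, standard error 0.06, adjusted p = 0.00651 from limma) was 1.33, 1.47 and 1.30 in the same-numbered replicates. Without *pmt1*Δ + v replicate 2, its adjusted p was 0.0584, which is also the highest over the alternatives (from 0.00284). The 3 overexpressing libraries, at 1.02, 0.98 and 1.11, lay below each of the 15 others, which ranged from 1.26 to 1.53. For the Thr codon ACG the ratio was 1.18, from 0.945 ± 0.0115 and 0.801 ± 0.0530 (SD, n = 3; adjusted p = 0.0872 from limma), and for the Leu codon UUA it was 1.18, from 0.522 ± 0.0317 and 0.444 ± 0.0336 (SD, n = 3; adjusted p = 0.117 from limma). The libraries of each of these 3 codons did not overlap (exact permutation test, two-sided, p = 0.1). With the replicate block the adjusted p was 0.0109 for ACG (from 0.0109 to 0.206 over the alternatives) and 0.0144 for UUA (from 0.0144 to 0.629). The ratios of AGG, ACG and UUA were 1.01, 1.03 and 1.01 in *pmt1*Δ/wt + Q, and 1.03, 1.01 and 0.977 in *pmt1*Δ + Q/wt + Q. These comparisons were not tested against the overexpression comparison, which was grown in another medium.

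**Figure D2:**
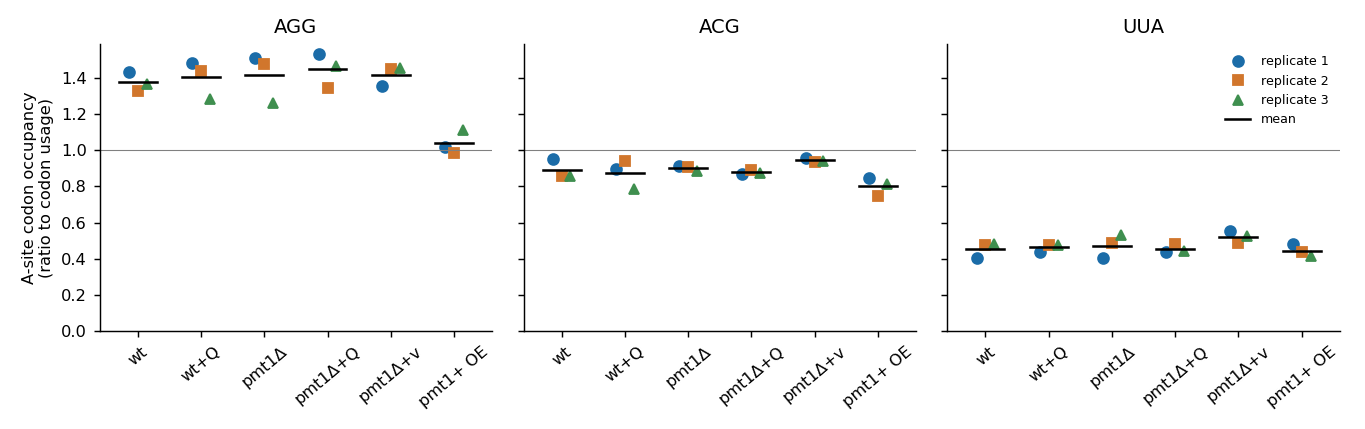
A-site occupancy of the codons AGG, ACG and UUA, as a ratio to codon usage, in each footprint library of 6 conditions. Points are libraries, marked by replicate, and lines are the means of 3 replicates; the *pmt1*+ OE libraries are the lowest for AGG.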

We further considered whether *pmt1*^+^ overexpression caused methylation of other tRNA substrates. Only one weak methylation target was observed: An increase from 1.5 to 9.5 and 13.3% methylation of C38 in tRNA^Glu^_CUC_ and tRNA^Glu^_UUC_, respectively (Supplementary Table S5, Figure S2A), and there were no additional methylation sites in the presence of Q (Supplementary Figure S2B). 

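The occupancy of the Glu codon GAG was 1.37 ± 0.0370 (SD, n = 3) in *pmt1*Δ + v and 1.42 ± 0.0334 (SD, n = 3) in *pmt1*+ OE, a ratio of 0.971 (exact permutation test, two-sided, p = 0.2). For GAA, 1.46 ± 0.0284 and 1.48 ± 0.0238 (SD, n = 3) made a ratio of 0.985 (exact p = 0.4). Neither difference exceeded the spread of the replicates.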

In agreement with the moderate size in methylation changes, the respective codons (GAG and GAA) showed little change in codon occupancy upon *pmt1*^+^ overexpression (Figure 3B), which argues that the additional substrate of Dnmt2/ Pmt1 does not account for the translational effects on non-Q codons. Several of the tRNAs whose codons are affected by m^5^C38 (AGG (Arg), ACG (Thr) and AUA (Ile)) carry a threonyl-carbamoyl-adenosine (t^6^A) and cyclic t^6^A (43)) at position 37 next to the anticodon, suggesting that alterations in this modification may account for the differences in codon occupancy (see below). Also, several of the most strongly affected codons are decoded by low-abundance tRNAs (e.g. AGG, ACG, UUA, AUA and CCG have 1–2 chromosomal tRNA copies), suggesting that minor fluctuations in tRNA pools may cause changes in codon occupancy.

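Besides AGG, ACG and UUA, the Ile codon AUA had an occupancy of 1.03 ± 0.0693 (SD, n = 3) in *pmt1*Δ + v and 0.897 ± 0.0941 (SD, n = 3) in *pmt1*+ OE. The ratio was 1.16 and the libraries overlapped (exact permutation test, two-sided, p = 0.2; adjusted p = 0.361 from limma). Same-numbered replicates as a block gave AUA an adjusted p of 0.0108 (from 0.0108 to 0.902 over the alternatives), and leaving out *pmt1*+ OE replicate 1 gave 0.0275. The Pro codon CCG had occupancies of 1.34 ± 0.0795 and 1.17 ± 0.0411 (SD, n = 3), a ratio of 1.15 without overlap (exact p = 0.1), and its adjusted p with the block was 0.0106 (from 0.0106 to 0.34).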

In summary, our data indicate that m^5^C38 on tRNA^Asp^ has a minimal effect on codon occupancy at the Asp codons, and that *pmt1*^+^ overexpression causes pleiotropic effects that may be related to cultivation conditions in minimal medium.

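Over the comparisons with and without m5C38, the ratio of GAU without m5C38 to GAU with it lay between 1.01 and 1.03, and that of GAC between 0.990 and 1.05, within the spread of the replicates in each case. The interaction of strain and queuine passed the threshold for none of 61 codons. From the small changes at the Asp codons and the larger ones at codons of other amino acids, which appeared only with overexpression, the paper concludes that m5C38 acts little on decoding by tRNA Asp, and it proposes that growth in minimal medium contributes to the other changes.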

### Q modification suppresses translation misreading of the near-cognate GGC codon by tRNA^Asp^_QUC_

We next asked how the loss of Q34 or m^5^C38 modifications affected the frequency of translation errors by adapting a β-galactosidase (β-gal) reporter system to measure misreading in *S. pombe* (16,44). Mutant versions of β-gal were used in which active sites are replaced by a different codon (and hence amino acid), which strongly reduces the activity of the enzyme. Rare events of codon misreading can result in the insertion of the wild-type amino acid at the mutant site, which restores enzymatic activity. Thus, measurement of β-gal activity from the mutant version allows the determination of the frequency of erroneous incorporations of the wild-type amino acid. We focused on erroneous reading by tRNA^Asp^, which carries both the Q34 and m^5^C38 modifications. Versions of β-gal were expressed in *S. pombe* in which the active-site Asp 201 codon (GAC/ GAU) is replaced by a near-cognate Gly (GGC/ GGU) codon, which requires formation of a U-G tautomer at the second position for misreading by tRNA^Asp^. As expected, a wt β-gal version gave a high level of enzymatic activity (Figure 4A), which was unaffected by the presence of Q or Dnmt2/ Pmt1, whereas the activity was much lower for the mutant β-gal versions. Significantly, the Gly codon mutant GGC showed lower enzymatic activity in the presence of Q than in its absence (Figure 4B), which suggested that Q modification may suppress erroneous incorporation of Asp by tRNA^Asp^ at this codon. Indeed, deletion of one of the subunits of the *S. pombe* eTGT complex (*qtr2Δ*) abrogated the Q-mediated error suppression, showing that Q incorporation into tRNA^Asp^ was required for suppression. Interestingly, the error suppression was not observed with the related Gly codon GGU (Figure 4C). Thus, Q-modification destabilizes second-position misreading by tRNA^Asp^_QUC_, but only in the context of the C-, not the U-ending glycine codon, suggesting that the G-C pairing at the wobble position contributes to mis-incorporation.

**Figure 4.**
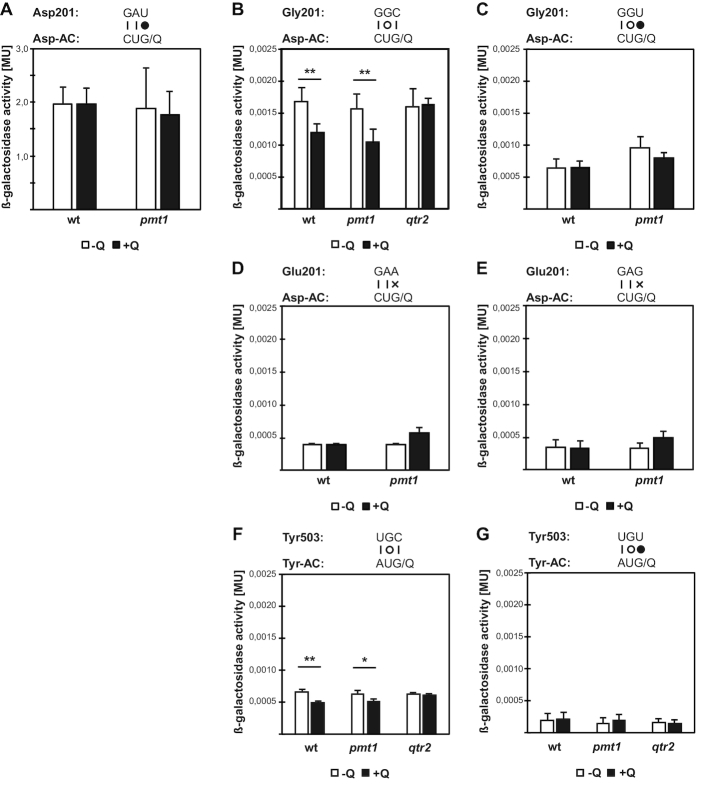
Misreading errors by tRNA^Asp^ of the Gly codon GGC, but not GGU, decrease in the presence of Q34 modification. The activity of wt *Escherichia coli* β-galactosidase expressed in *S. pombe* wt or *pmt1Δ* strains was measured in the absence (white bars) or presence of queuine (black bars, mean ± SD). The codon–anticodon pairing required for a (mis-)reading event is diagrammed above the graph. The upper line represents the codon, the lower line the anticodon (AC). Vertical lines represent Watson–Crick pairs, filled circles canonical wobble pairs, and open circles pairs requiring a tautomeric shift to form. (**A**) Activity of wt β-gal (wt, n = 5; *pmt1Δ, n* = 4). (**B**) β-gal activity of mutant version in which the Asp codon 201 is replaced by the Gly codon GGC (wt, *n* = 5; *pmt1Δ, n* = 6). (**C**) as in B, but Asp 201 replaced by the GGU Gly codon (*n* = 3). (**D, E**) Activity of β-gal with Asp 201 replaced by the Glu codon GAA or GAG. (**F, G**) Activity of β-gal with Tyr 503 replaced by the Cys codon UGC or UGU (*n* = 4). **P < 0.005; *P < 0.01. All other comparisons of –/+Q were statistically not significant.

In contrast to the Gly GGC codon, the Glu substitutions GAA and GAG showed no differences in error rates (Figure 4D and E), indicating that Q modification is not essential to block wobble misreading by tRNA^Asp^_QUC_ of these codons.

We also tested misreading by tRNA^Tyr^_(GUA)_, another Q-modified tRNA, by mutating the Tyr 503 codon of the lacZ reporter. Interestingly, as for tRNA^Asp^, second-position misreading of the Cys codon UGC was suppressed in the presence of Q in wt and *pmt1Δ*, but not in *qtr2Δ*, whereas UGU was unaffected (Figure 4F and G), arguing that this is a general feature of Q modification in *S. pombe*.

### Genome-wide effects of Q and Dnmt2 on translation and mitochondrial function

We next asked how Q and Dnmt2 modification of tRNAs affected the translation of individual mRNAs. To do so, the differential translational efficiency (TE) was determined by calculating the ratio of ribosome footprints relative to mRNA abundance (as measured by high-throughput RNA sequencing) (37) (Figure 5A and B). 

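Messenger RNA, which the authors isolated by poly(A) selection, was sequenced in 18 libraries, 3 for each of 6 conditions. Values of TE per culture join the footprint and mRNA libraries of one condition and number, although the labels do not state that these come from one culture. Apart from the size selection, the authors processed these reads like footprints. They deposited the mRNA count of each gene in each library, without normalization. Per condition, the summed counts had a median of 38813307 in wt (from 34982474 to 40895758), 35159772 in wt + Q (28268976 to 39975551), 35493459 in the libraries labelled *pmt1*Δ (34725661 to 40594304) and 56002519 in those labelled *pmt1*Δ + Q (39203498 to 66571938). The medians in minimal medium were 38999948 for *pmt1*Δ + v (27001125 to 40746979) and 11755791 for *pmt1*+ OE (10863053 to 43388534). The paper gives 11065179 to 68433052 reads mapped to mRNA. The paper's own estimate of TE came from Xtail. Here, the change in TE was estimated with edgeR as the interaction of assay and condition in the footprint and mRNA counts. TMM normalization was applied within each assay, to genes with at least 10 counts in at least 3 libraries of each assay, and the threshold was an adjusted p of 0.1.
The mRNA of *pmt1* was not lower in the libraries labelled as lacking the gene. Replicates 1, 2 and 3 held 21.7, 19.4 and 25.7 cpm in wt, 24.4, 20.5 and 24.4 in wt + Q, 24.6, 38.4 and 26.6 in the libraries labelled *pmt1*Δ, and 23.0, 81.4 and 44.4 in those labelled *pmt1*Δ + Q. Between wt + Q and *pmt1*Δ, the log2 fold change of *pmt1* mRNA was -0.37 (adjusted p = 0.557 from edgeR). In minimal medium, *pmt1*Δ + v held 28.0, 34.6 and 20.4 and *pmt1*+ OE 17320, 18520 and 14350. Since the deletion is visible in the footprints and not in the mRNA, each direction in mRNA or TE that rests on *pmt1*Δ is that of the libraries labelled *pmt1*Δ.

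**Figure D3:**
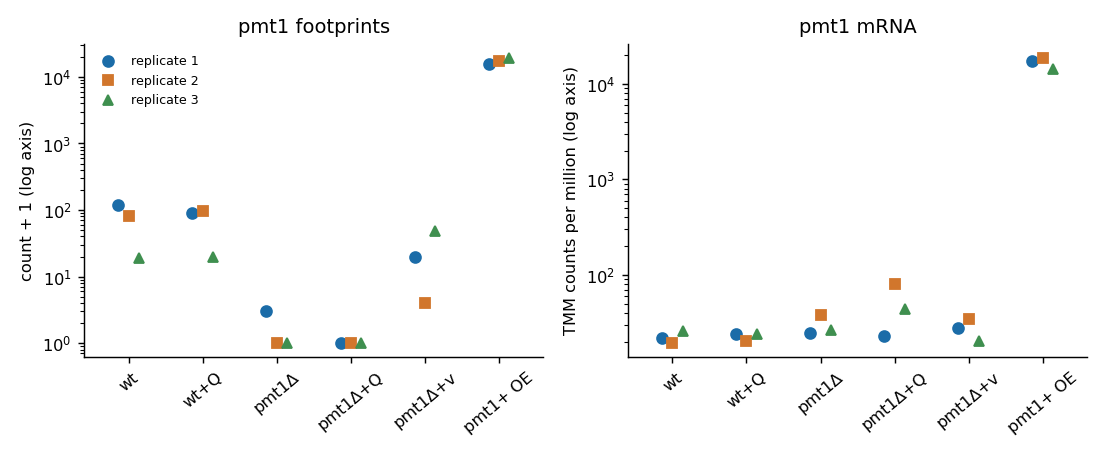
Footprint count of *pmt1* plus 1 and TMM-normalized cpm of *pmt1* mRNA in each library of 6 conditions, on log axes, with points marked by replicate. Footprints are near 0 in *pmt1*Δ and *pmt1*Δ + Q, whereas the mRNA of these libraries lies between 23.0 and 81.4 cpm.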

We first considered the effect of Q on translation by investigating differences in TE in the following comparisons: *pmt1*Δ+Q/ *pmt1*Δ (where only Q changes, no m^5^C38), wt + Q/*pmt1*Δ (both Q and m^5^C38 change) and wt + Q/wt (Q changes from 100% to 0%, m^5^C38 changes from 100% to 15%, Figure 5A). Of note, there were no statistically significant changes in levels of single mRNAs in these comparisons (adjusted *P*-values < 0.1), indicating that Q did not affect transcription.

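At an adjusted p under 0.1 from edgeR, 0 of 5051 genes differed in mRNA between the libraries labelled *pmt1*Δ + Q and *pmt1*Δ, 0 of 5049 between wt + Q and *pmt1*Δ, and 0 of 5051 between wt + Q and wt. Unadjusted p-values under 0.05 were found for 48, 135 and 0 genes. Each count is below the share of 0.05 expected without any change, so this unpaired test does not show that mRNA was unchanged. The counts of 0 held under every alternative except the looser threshold, with a smallest adjusted p of 0.203 in *pmt1*Δ + Q/*pmt1*Δ (same-numbered replicates as a block), 0.155 in wt + Q/*pmt1*Δ (DESeq2's Wald test) and 0.974 in wt + Q/wt (replicate block). In the footprints alone, *pmt1* was the only gene that differed between wt + Q and *pmt1*Δ (adjusted p = 0.000494 from edgeR), and no gene differed in the other comparisons, with 20, 3 and 38 genes under an unadjusted p of 0.05 in wt + Q/*pmt1*Δ, *pmt1*Δ + Q/*pmt1*Δ and wt + Q/wt. The setting that moved these footprint counts most was again the replicate block, which gave 82 genes in wt + Q/*pmt1*Δ (47 higher and 35 lower) and 61 in wt + Q/wt (22 higher and 39 lower). Without *pmt1*Δ replicate 2, 2 genes differed in footprints between wt + Q and *pmt1*Δ.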

**Figure 5.**
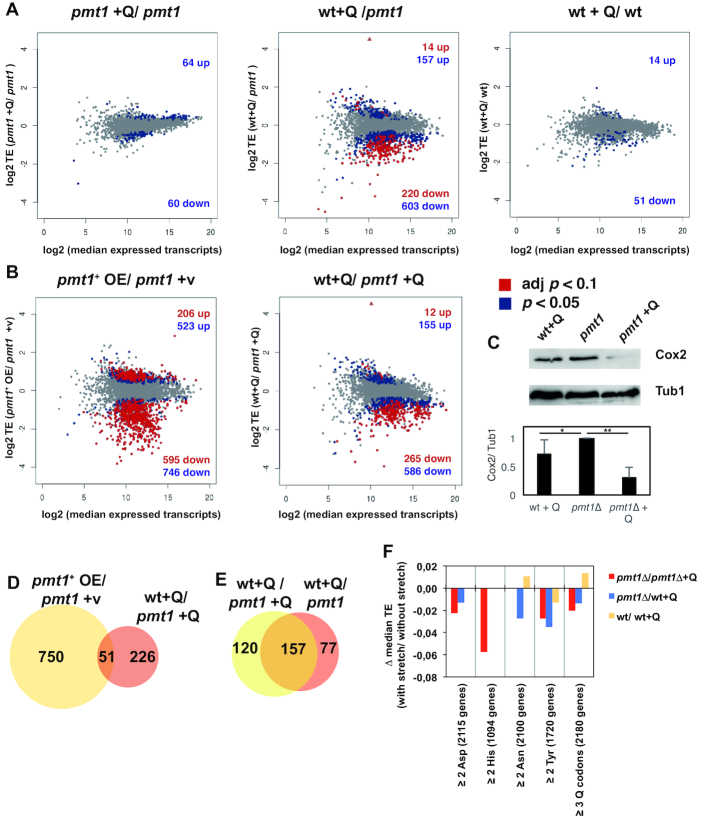
Effect of Q and m^5^C38 modification on translational efficiency. (**A**) Effects of Q on translational efficiency. Plots of the log_2_-fold change in translational efficiency of two compared conditions are shown relative to the log_2_ of the median expression of transcripts from the two conditions. Left, TE of *pmt1*Δ +Q/*pmt1*Δ; middle, TE of wt +Q/ *pmt1*Δ; right, TE of wt +Q/wt. Colours indicate transcripts with significantly different translational efficiency. Blue dots, *P* < 0.05, red dots, Benjamini–Hochberg adjusted (adj) *P* < 0.1. The number of genes in the respective *P*-value categories that are up- or down-rgeulated are given in the upper right and lower right corner of the plots, respectively. The triangle represents a data point that is outside the plotted frame and corresponds to *pmt1*^+^. (**B**) Effect of C38 methylation by Dnmt2/ Pmt1 on translational efficiency. The log_2_-fold change in TE of *pmt1*^+^ overexpression (OE)/*pmt1*Δ + vector (v) (left) and wt +Q/ *pmt1*Δ+Q (right) is plotted against the log_2_ median expression of transcripts of the two conditions. Representation as in (A). (**C**) Levels of Cox2 protein were decreased in *pmt1*Δ + Q. Protein extracts were separated by SDS-PAGE and analysed by Western blotting using an antibody against Cox2 (top) and, as a control, with an α-Tubulin antibody (Tub1). Below, quantification of Cox2 levels relative to Tub1 (mean ± SEM, *n* = 3, normalized to *pmt1*Δ value. *P = 0.11; **P = 0.002). (**D**) Overlap of differentially translated mRNAs between *pmt1*^+^ OE/ *pmt1*Δ +v (see Figure 4B, left) and wt +Q/ *pmt1*Δ +Q (Figure 4B, right) (adj. *P* < 0.1). (**E**) Overlap of mRNAs differentially translated in wt +Q/ *pmt1*Δ (Figure 4A, middle) and wt +Q/ *pmt1*Δ +Q (Figure 4B, right). (**F**) Translational efficiency of genes with stretches of Q codons was decreased in the absence of Q. The translational efficiency (TE) of genes with at least one stretch of 2 consecutive Asp, His, Asn or Tyr codons or three or more consecutive Q codons (size of the group of genes is given in parenthesis) was compared to that of all other genes not fulfilling this condition. The difference between the median translational efficiency of genes with the respective stretch compared to that of genes without the stretch is given. Only values that are statistically significantly different (Benjamini–Hochberg adjusted *P* < 0.05) are shown.

The analysis of TE revealed that, upon addition of Q, wt+Q/*pmt1*Δ showed the most changes in TE, which is consistent with the fact that both modifications change (Benjamini–Hochberg-adjusted *P*-value < 0.1, Figure 5A, red dots). 

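For wt + Q against *pmt1*Δ, 4610 genes were tested for a change in TE, and the deleted gene *pmt1* was the only one under an adjusted p of 0.1 (adjusted p = 0.000155 from edgeR). At an unadjusted p under 0.05 there were 104 genes. The count of 1 became 0 when every library was required to reach the count minimum, which removes *pmt1*, and 2 without wt + Q replicate 3. Across genes, which are not independent replicates, the log2 fold change in TE followed that in mRNA with a slope of -0.959 (r = -0.93), and that in footprints with r = 0.263. The standard deviation of log2 fold changes over genes was 0.48 for mRNA and 0.18 for footprints.

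**Figure D4:**
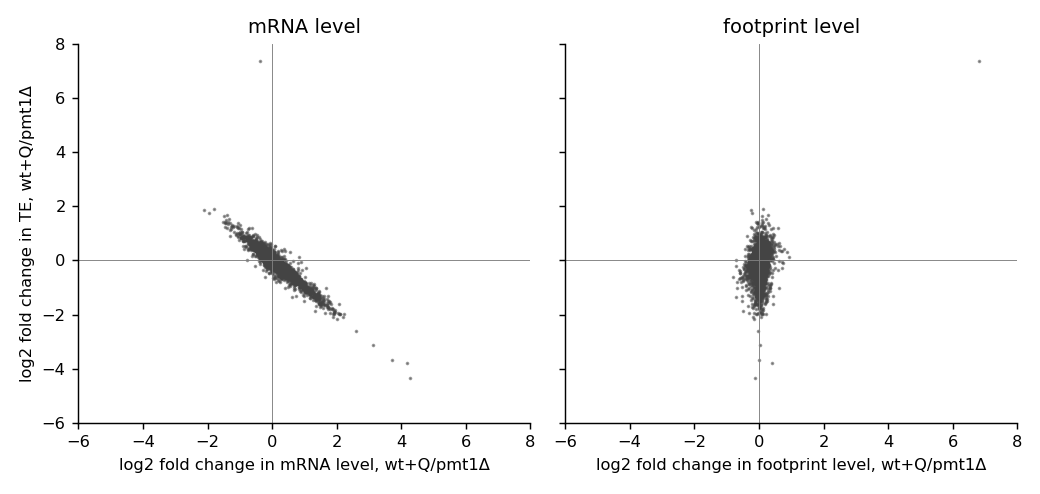
Log2 fold change in TE of each gene in wt + Q/*pmt1*Δ against its log2 fold change in mRNA level (left) and in footprint level (right). Points are genes, and the isolated point with the highest TE is *pmt1*.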

In fact, in *pmt1*Δ +Q/ *pmt1*Δ and wt+Q/wt, only few genes were differentially translated (*P* < 0.05, Figure 5A, blue dots), and none passed a more stringent statistical threshold (Benjamini–Hochberg-adjusted *P*-value < 0.1, Figure 5A). Also, the majority of mRNAs in wt+Q/ *pmt1*Δ showed a decrease in TE (Figure 5A, see numbers in plots; Supplementary Tables S6–S8). 

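No gene had an adjusted p under 0.1 for TE in *pmt1*Δ + Q/*pmt1*Δ (4619 genes) or in wt + Q/wt (4588 genes), and the smallest adjusted p was 1 in both. Unadjusted p-values under 0.05 were found for 23 genes in the first comparison and for 7 in the second. Both are below the share of 0.05 expected without any change, so this unpaired test does not show that TE was unchanged. The counts of 0 held under every alternative except the looser threshold. Whether the effect of Q on TE differed between the strains was tested as an interaction, which gave 0 of 4646 genes, with 28 under an unadjusted p of 0.05.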

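Of the 104 genes with an unadjusted p under 0.05 for TE in wt + Q/*pmt1*Δ, 59 were lower in wt + Q and 45 were higher than in the cultures labelled *pmt1*Δ. Where Q alone changed, in *pmt1*Δ + Q/*pmt1*Δ, 15 genes were lower and 8 higher.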

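The annotation lists 135 genes for cytoplasmic ribosomal proteins, of which 133 could be tested for TE. In wt + Q against the cultures labelled *pmt1*Δ, their median log2 fold change in TE was -0.34, with 107 genes lower and 26 higher. Camera, a limma test of a gene set with a preset inter-gene correlation of 0.01, gave a p of 5.59e-09, which treats genes as the replicates. Taken per culture, the median log2 TE of these genes relative to all genes was -0.51 ± 0.634 (SD, n = 3) in wt + Q and -0.23 ± 0.228 (SD, n = 3) in the cultures labelled *pmt1*Δ, a difference within the spread of the cultures (exact permutation test, two-sided, p = 0.7). With wt + Q replicate 2 left out, the setting that moved it most, the median fold change was 0.05 and camera gave a p of 0.309, with 87 genes higher and 46 lower, so the direction rests on that culture. The median was 0.08 for footprints and 0.42 for mRNA over the same genes.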

Investigation of the enrichment of gene ontology (GO) terms among the respective genes in wt +Q/*pmt1*Δ (adj. *P* < 0.1) using DAVID (45) revealed several GO categories related to ribosomal function, such as ribosomal protein genes and genes involved in rRNA processing as being enriched among the differentially translated mRNAs (Supplementary Figure S3A), and these genes were down-regulated in wt+Q relative to *pmt1*Δ (Supplementary Table S7). GO term analysis for *pmt1*Δ+Q/ *pmt1*Δ using the genes with differential TE (unadjusted *P* < 0.05) revealed enrichment for the same categories (Supplementary Figure S3A). In conclusion, our data indicates a mild down-regulation of the translation of selected ribosomal protein genes in the presence of Q34 and m^5^C38.

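Ribosomal protein genes in *pmt1*Δ + Q against *pmt1*Δ, as labelled, had a median log2 fold change in TE of 0.26, with 124 of 133 genes higher with Q and a camera p of 2.78e-18. It fell to 0.11 (camera p 0.00545) without *pmt1*Δ replicate 2 and to 0.13 (camera p 1.28e-06) without *pmt1*Δ + Q replicate 3. In wt + Q against wt, the median was -0.27, with 125 genes lower and a camera p of 1.45e-17. It was 0.13 (camera p 0.299) without wt + Q replicate 2 and -0.08 (camera p 0.231) without wt replicate 3. Against *pmt1*Δ + Q, wt + Q gave -0.57 (camera p 1.77e-24), and -0.16 (camera p 7.76e-08) without wt + Q replicate 2. With the cultures as replicates, the exact permutation test (two-sided, 3 against 3) gave p = 0.3, 0.6 and 0.3 for these 3 comparisons. None of the 4 camera calls, that of wt + Q/*pmt1*Δ included, held with an estimated inter-gene correlation, for which p was 0.354 in wt + Q/*pmt1*Δ, 0.205, 0.199 and 0.128, or with fry, for which p was 0.453, 0.41, 0.51 and 0.186. From the ribosomal terms among the genes it lists and their lower TE in wt + Q, the paper concludes that Q34 together with m5C38 mildly lowers the translation of selected ribosomal protein genes.

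**Figure D5:**
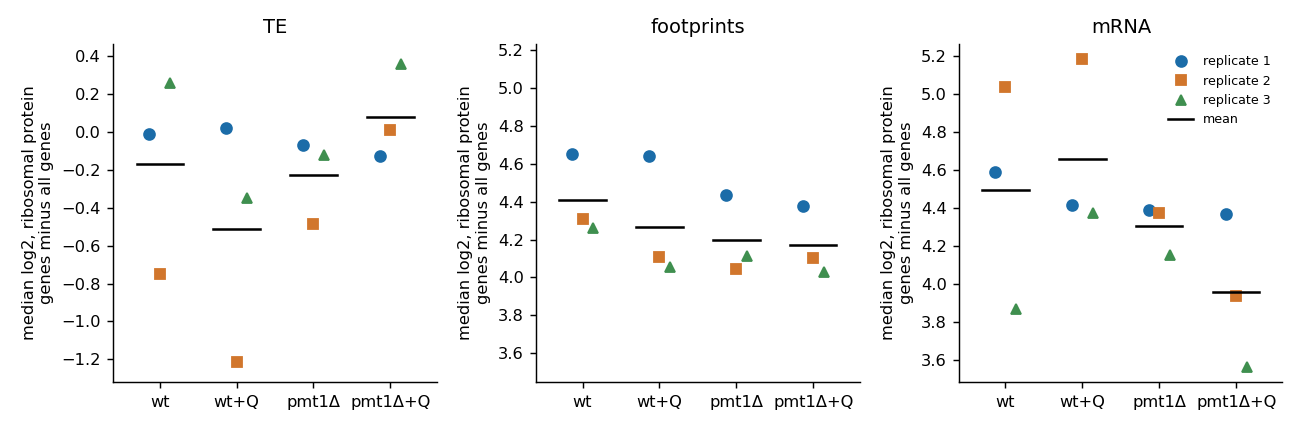
Median log2 value of ribosomal protein genes minus the median of all genes, for TE, footprints and mRNA, in each culture of wt, wt + Q, *pmt1*Δ and *pmt1*Δ + Q as labelled. Points are cultures, marked by replicate, and wt + Q replicate 2, at -1.21, has the lowest TE value.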

To obtain further information about functional groups of genes within the differentially translated mRNAs, the significantly mistranslated mRNAs from the wt+Q/*pmt1*Δ comparison (adj. *P* < 0.1) were subjected to Ingenuity Pathway Analysis (IPA, www.ingenuity.com), in which the human orthologs of the respective *S. pombe* genes are investigated for GO term enrichment. In contrast to DAVID (45), IPA utilizes not just a list of genes, but also takes into account the fold-change and *P*-value and thus has the potential to reveal associations that are missed by DAVID. IPA analysis showed a significant enrichment of categories related to ribosomal function, e.g. eIF2 signalling, eIF4 and p70S6K signalling as well as tRNA charging, as was observed using DAVID (Supplementary Figure S3B). It additionally revealed categories related to mitochondrial function, namely oxidative phosphorylation and mitochondrial dysfunction, which were undetected in DAVID. For instance, translational efficiency of the genes predicted to encode cytochrome c oxidase 1 (*cox1*), cytochrome b (*cob1*) and cytochrome *c* oxidase 2 (*cox2*) was strongly reduced in wt+Q compared to *pmt1*Δ (Table 1), suggesting misregulation of mitochondrial function in the presence of Q34 and m^5^C38 modification. 

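The mitochondrial genes *cox1* (SPMIT.01), *cob1* (SPMIT.05) and *cox2* (SPMIT.11) had few footprints. In replicates 1, 2 and 3, *cox1* had 15, 12 and 1 in wt + Q and 13, 12 and 2 in *pmt1*Δ, *cob1* had 6, 15 and 3 against 18, 13 and 3, and *cox2* had 6, 6 and 2 against 16, 8 and 5. The mRNA counts of *cox1* were 287, 2058 and 126 in wt + Q and 93, 86 and 48 in the libraries labelled *pmt1*Δ. For *cob1* they were 34, 337 and 19 against 10, 13 and 11. The log2 fold change in TE of *cox1* in wt + Q/*pmt1*Δ was -3.78 (standard error 1.71, unadjusted p = 0.0472, adjusted p = 0.812 from edgeR; two-sided exact permutation test of 3 cultures against 3, p = 0.1), and without wt + Q replicate 2, the change that moved it most, it was -1.01. The TE of *cob1* changed by -4.36 (standard error 1.73, unadjusted p = 0.0275, adjusted p = 0.812 from edgeR; exact p = 0.2), and by -1.78 without wt + Q replicate 2. On the mRNA level *cox1* was higher in wt + Q by 4.19 and *cob1* by 4.26 on the log2 scale (adjusted p = 0.557 from edgeR for each), whereas footprints changed by 0.42 and -0.11. *cox2* did not reach the count minimum, and without it the change in TE was -4.44 (adjusted p = 0.817 from edgeR; exact p = 0.1).
The nuclear genes *qcr6* (SPBC16C6.08c, chromosome II, 4344357 to 4345541), *cox8* (SPAC24C9.16c, chromosome I, 3042749 to 3043307) and *atp7* (SPBC29A10.13, chromosome II, 2567572 to 2568343) had changes in TE of -1.91, -1.60 and -0.98 in wt + Q/*pmt1*Δ (adjusted p = 0.812 from edgeR for each). Their exact p-values were 0.3, 0.7 and 0.3, and without wt + Q replicate 2 the changes shrank to -0.24, -0.12 and -0.23. In *pmt1*Δ + Q/*pmt1*Δ, as labelled, the changes were -0.18 for *cox1*, -1.82 for *cob1* (unadjusted p = 0.0965 from edgeR, exact permutation test p = 0.2), 0.14 for *qcr6*, 0.04 for *cox8* and -0.26 for *atp7*. *cox2* was below the count minimum there too, with 5, 3 and 1 footprints in *pmt1*Δ + Q against 16, 8 and 5. Without the minimum its TE changed by -2.89 (unadjusted p = 0.0149, adjusted p = 1 from edgeR; exact permutation test, p = 0.1), its footprints by -1.57 (unadjusted p = 0.0376, adjusted p = 1 from edgeR; exact p = 0.2) and its mRNA by 1.27 (exact p = 0.4). In wt + Q/wt, *qcr6* changed by -1.08 (adjusted p = 1), a direction that reversed to 0.57 without wt + Q replicate 2 and to 0.04 in the weighted limma-voom fit.
As a set, the mitochondrially encoded genes had 2 members that could be tested in wt + Q/*pmt1*Δ, with a median change of -4.07 and a camera p of 0.0984. Per culture, the log2 of their summed footprints over their summed mRNA, both as cpm, was -4.70 ± 2.81 (SD, n = 3) in wt + Q and -1.25 ± 1.83 (SD, n = 3) in the cultures labelled *pmt1*Δ (exact permutation test, two-sided, p = 0.2). Same-numbered replicates as a block, which the libraries of this comparison allow, brought the camera p to 0.0273 at a median of -2.87, and the fit without wt + Q replicate 2 to 0.00701 at -1.40. In *pmt1*Δ + Q/*pmt1*Δ the median of 2 genes was -0.997 and the camera p 0.0606, which became 0.00494 at -1.33 without *pmt1*Δ + Q replicate 1 and 0.0395 at -1.35 without *pmt1*Δ replicate 2. The exact test over the cultures gave p = 0.5. In wt + Q/wt no gene of the set reached the count minimum, the median of 4 genes without it was -0.48 (camera p 0.282), and the log2 value per culture was higher in wt + Q by 0.84 (exact permutation test, two-sided, p = 0.6). From the lower TE of these genes the paper proposes that mitochondrial function is misregulated when Q34 and m5C38 are present.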

Of note, these ribosome footprints were detected in our ribosome profiling experiments despite the fact that we used a protocol that did not enrich for mitochondrial ribosomes (46).

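Between 2 and 77 footprints per library mapped to the 11 mitochondrial genes. Replicates 1, 2 and 3 held 30, 14 and 2 in wt, 35, 36 and 6 in wt + Q, 55, 35 and 11 in *pmt1*Δ, and 40, 38 and 5 in *pmt1*Δ + Q. In minimal medium, 50, 77 and 70 were counted in *pmt1*Δ + v and 8, 22 and 8 in *pmt1*+ OE. The mRNA of the same genes took 79.7, 1233 and 24.5 cpm in wt + Q, 130, 333 and 57.3 in wt, 10.7, 37.6 and 7.65 in the libraries labelled *pmt1*Δ, and 9.23, 83.1 and 17.7 in those labelled *pmt1*Δ + Q. How much mitochondrial mRNA the poly(A) selection retained was not measured. These levels, and the TE values formed from them, therefore need not reflect mRNA abundance in the cells.

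**Figure D6:**
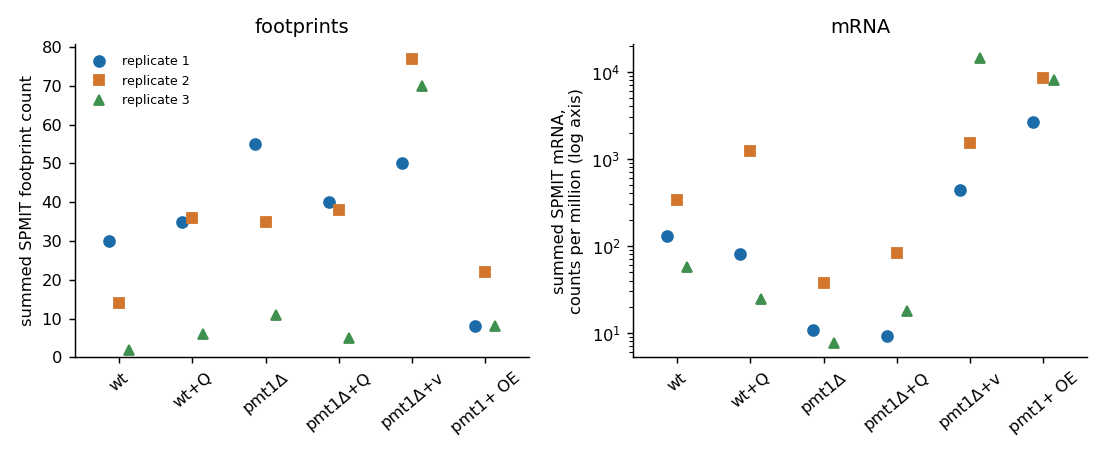
Summed footprint count of the mitochondrial genes and their summed mRNA in cpm, on a log axis, in each library. Points are libraries, marked by replicate; wt + Q replicate 2 has the highest mRNA value in full medium, at 1233 cpm.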

**Table 1.** Reduced translational efficiency of genes with a mitochondrial function in the presence of Q

Common name	log_2_FC (wt+Q /*pmt1*Δ), adj. *P* < 0.1*	log_2_FC (*pmt1*Δ+ Q/*pmt1*Δ), *P* < 0.05	log_2_FC (wt+Q/wt), *P* < 0.05	log_2_FC (*pmt1*^+^ OE/*pmt1*Δ), adj. *P* < 0.1	log_2_FC (wt+Q/ *pmt1*Δ+Q), adj. *P* < 0.1	Function
cox1	*−*3.85	-**	-	-	-	Cytochrome *c* oxidase 1 (predicted)
atp7	*−*0.98	-	-	-	-	F0-ATPase subunit D (predicted)
qcr6	*−*1.89	-	*−*1.09	*−*1.04	-	Ubiquinol–cytochrome *c* reductase complex subunit 8, hinge protein (predicted)
cob1	*−*4.44	*−*1.85	-	-	-	Cytochrome *b*, Cob1 (predicted)
cox8	*−*1.60	-	-	-	-	Cytochrome *c* oxidase subunit VIII (predicted)
cox2	*−*4.58	*−*3.024	-	-	-	Cytochrome *c* oxidase 2 (predicted)

*log_2_-fold change (log2FC) in translational efficiency of comparisons (e.g. wt+Q/*pmt1*Δ) is given. The significance level is indicated (Benjamini–Hochberg-adjusted (adj.) *P*-value < 0.1 or unadjusted *P* < 0.05).

**(−) indicates no significant change in TE in the two conditions with the indicated *P*-value.

To validate the reduction in translation of genes with a mitochondrial function using an orthogonal method, we determined Cox2 protein levels by Western blotting (40). In agreement with the results from ribosome profiling, reduced levels of Cox2 were observed in cells grown in the presence of Q, especially in *pmt1Δ* (Figure 5C). While this decrease was not statistically significant in wt + Q by western blotting (Figure 5C, bottom), evaluation of the levels of newly synthesized mitochondrial proteins by *in vivo* labeling with ^35^S-marked amino acids (47) showed reduced levels of Cox2 and Cob1 in both wt and *pmt1*Δ cells treated with Q (Supplementary Figure S3C). Altogether, these results supported the notion that the presence of Q-modified tRNAs resulted in a mild reduction in translation of a subset of mRNAs with a mitochondrial function.

We next investigated how m^5^C38 modification by Dnmt2/ Pmt1 affected translation of mRNAs by evaluating the difference of TE in the comparisons *pmt1*^+^ OE/ *pmt1*Δ + v (i.e. the difference between 100% and no m^5^C38 in the absence of Q, Supplementary Table S9) and wt + Q/ *pmt1*Δ + Q (i.e. the difference between 100% and no m^5^C38 in the presence of Q, Supplementary Table S10). 

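In mRNA, *pmt1* was the only 1 of 5061 genes with an adjusted p under 0.1 between *pmt1*+ OE and *pmt1*Δ + v. It rose from 27.7 ± 7.12 (SD, n = 3) to 16731 ± 2145 (SD, n = 3) cpm, a log2 fold change of 9.35 (standard error 0.35, adjusted p = 0.000115 from edgeR). Under an unadjusted p of 0.05 there were 406 genes, 345 higher and 61 lower. The count depended on the test, and limma-voom with sample quality weights moved it most, to 3965 genes (1844 higher and 2121 lower). The sample weights of that fit were not recorded. A split into deeper and shallower mRNA libraries, which crosses the conditions, gave 3220 genes in edgeR. DESeq2's Wald test gave 111 genes, all higher, of which 43 had an adjusted p under 0.05. Without *pmt1*Δ + v replicate 3, edgeR gave 851 genes, 771 of them higher. In footprints, 2 genes differed, *pmt1* and *str1* (SPBC4F6.09, chromosome II, 2704657 to 2707648), with 262 genes under an unadjusted p of 0.05. The footprint level of *str1* was 316 ± 15.1 against 219 ± 24 (SD, n = 3) cpm, a log2 fold change of 0.54 (standard error 0.09, adjusted p = 0.0138 from edgeR). The *str1* call was lost without *pmt1*+ OE replicate 2 or 3 or *pmt1*Δ + v replicate 1 (adjusted p = 0.119, 0.279 and 0.157 from edgeR; from 0.00321 to 0.279 over the alternatives). Leave-outs moved the footprint count to 1 without the same libraries, to 5 without *pmt1*+ OE replicate 1 or *pmt1*Δ + v replicate 2, and to 6 without *pmt1*Δ + v replicate 3.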

On the transcriptional level, *pmt1*^+^ overexpression caused the upregulation of 43 genes (including *pmt1*^+^ itself, Benjamini–Hochberg adjusted *P*-value <0.05, Supplementary Figure S3D), and no genes were significantly down-regulated. This indicated that *pmt1*^+^ overexpression mostly acted on translation rather than transcription.

Of the two comparisons, the more prominent differences in TE were observed upon *pmt1*^+^ overexpression, where more mRNAs showed reduced TE in the presence of m^5^C38 (Figure 4B). 

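Between *pmt1*+ OE and *pmt1*Δ + v, 0 of 4597 genes had an adjusted p under 0.1 for TE (smallest adjusted p = 0.578 from edgeR). Under an unadjusted p of 0.05 there were 379 genes, 282 lower and 97 higher in the overexpressing cells. Limma-voom with sample quality weights again moved the count most, to 3258, with 1787 higher and 1471 lower, so that the majority changed direction. That fit gave its lowest weights, 0.0356 and 0.0573, to the mRNA of *pmt1*Δ + v replicate 3 and *pmt1*+ OE replicate 1. Among the other mRNA libraries, those of *pmt1*Δ + v are deeper and those of *pmt1*+ OE shallower. Library depth and condition therefore largely coincide in that fit, and its count cannot be assigned to either. DESeq2 gave 41 genes, 38 of them lower. Without *pmt1*Δ + v replicate 3 the count in edgeR was 530, with 467 lower, and without *pmt1*+ OE replicate 1 it was 250, with 167 lower. The other 4 fits that left out 1 library gave 0. For *pmt1* itself the log2 fold change in TE was 2.85 (adjusted p = 0.578 from edgeR, and from 1.4e-05 to 0.998 over the alternatives). The *pmt1*Δ + v cells lack the gene, and only 19, 3 and 47 footprints were counted on it there. The value therefore measures no change in the translation of *pmt1*.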

The effects of m^5^C38 by *pmt1*^+^ overexpression were more pronounced than those of changing m^5^C38 methylation in the presence of Q (wt+Q/*pmt1*Δ+Q) (Figure 5B), which may be due to the effect of overexpression as well as to the absence of Q in the *pmt1*^+^ OE/ *pmt1*Δ+v comparison. 

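In wt + Q against *pmt1*Δ + Q, as labelled, the deleted gene *pmt1* was the only one of 4606 with an adjusted p under 0.1 for TE (adjusted p = 0.00787 from edgeR), and it was not called without wt + Q replicate 1 (0.101) or with same-numbered replicates as a block (0.206), which the libraries of this comparison allow and which called 1 other gene. Unadjusted p-values under 0.05 were found for 111 genes, 71 lower and 40 higher in wt + Q. The genes passing in one comparison and not in the other were not tested for a difference between the comparisons, which were grown in different media. In footprints, the same comparison called *pmt1* alone (adjusted p = 0.000747 from edgeR), with 42 genes under an unadjusted p of 0.05, and in mRNA it called none of 5053, with 167. The block called 2 genes in footprints.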

Notably, *pmt1*^+^ overexpression is also the condition where the strongest pleiotropic effects on codon occupancy were observed (Figure 3). 

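No gene had an adjusted p under 0.1 for TE from edgeR both in *pmt1*+ OE/*pmt1*Δ + v and in wt + Q/*pmt1*Δ, among 4559 genes tested in both. At an unadjusted p under 0.05, the setting that moved the overlap most, 6 genes were shared in the same direction, 5 lower and 1 higher, where independent lists would share 4.5 in the same direction. With wt + Q/*pmt1*Δ + Q in place of wt + Q/*pmt1*Δ, the overlap was also 0 of 4558 genes, and 17 at the unadjusted threshold (15 lower and 2 higher), against 5.14 in the same direction for independent lists. The ammonium transporter gene *amt1* (SPCPB1C11.01, chromosome III, 2068979 to 2071707) had a log2 fold change in TE of -1.96 with overexpression (standard error 0.87, adjusted p = 0.58 from edgeR; exact permutation test, two-sided, p = 0.2). The hexose transporter gene *ght1* (SPCC548.07c, chromosome III, 232288 to 235195) changed by -2.67 (standard error 1.12, adjusted p = 0.58 from edgeR; exact p = 0.1). Both passed the threshold in the weighted limma-voom fit, at -3.03 for *amt1* (adjusted p = 1.3e-07; from 1.3e-07 to 0.998 over the alternatives) and -4.49 for *ght1* (adjusted p = 7.01e-08; from 7.01e-08 to 0.998). Without *pmt1*Δ + v replicate 3 they also passed it in edgeR, at -2.92 (adjusted p = 0.0589) and -4.44 (adjusted p = 0.0538). In the weighted fit, mRNA library depth and condition largely coincide. In wt + Q/*pmt1*Δ, as labelled, *amt1* changed by -0.90 and *ght1* by -0.39 (adjusted p = 0.812 from edgeR for *amt1*). In wt + Q/*pmt1*Δ + Q, as labelled, they changed by -1.02 and -0.88 (adjusted p = 0.859 from edgeR for each).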

In total, 51 genes showed a shared change in TE between *pmt1*^+^ OE/ *pmt1*Δ +v and wt+Q/ *pmt1*Δ (Figure 5D, 48 down-regulated, 3 upregulated), among which genes with transmembrane transporter activity were enriched (e.g. ammonium transmembrane transporter gene *amt1*^+^ and the hexose transmembrane transporter gene *ght1*^+^, Supplementary Tables S7 and S9), the functional role of which remains to be seen.

Closer inspection of the differentially translated mRNAs also revealed that two genes related to t^6^N and ct^6^A modification show changes upon *pmt1*^+^ overexpression (Supplementary Table S9). Specifically, the *S. pombe* homolog of Sua5, which is required for t^6^A synthesis (48), is less abundant at high Dnmt2/ Pmt1 levels (log2-fold change (*pmt1*^+^ OE/*pmt1Δ*) = −0.971), and Tcd1, the tRNA threonyl–carbamoyl–adenosine dehydratase required for ct^6^A production (43) is more highly translated (log2-fold change (*pmt1*^+^ OE/ *pmt1Δ*) = 1.096). 

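The *S. pombe* gene *sua5* (SPCC895.03c) lies on the minus strand of chromosome III from 998797 to 1000311, and *tcd1* (SPAC1A6.10) on the plus strand of chromosome I from 1090723 to 1092303. The TE of *sua5*, as footprint over mRNA cpm, was 0.980 ± 0.538 (SD, n = 3) in *pmt1*+ OE and 1.55 ± 0.383 (SD, n = 3) in *pmt1*Δ + v. Its log2 fold change was -0.97 (standard error 0.46, unadjusted p = 0.0592, adjusted p = 0.598 from edgeR; exact permutation test, two-sided, p = 0.2), and it was -0.52 without *pmt1*+ OE replicate 3. For *tcd1* the TE was 11.2 ± 5.34 against 5.98 ± 4.74 (SD, n = 3), a log2 fold change of 1.09 (standard error 0.59, adjusted p = 0.617 from edgeR; exact p = 0.3), which was 0.70 without *pmt1*Δ + v replicate 1. Both differences were within the spread of the cultures. Among the alternatives, limma-voom with sample quality weights called both genes, at -0.95 for *sua5* (adjusted p = 0.0027; from 0.0027 to 0.998 over the alternatives) and 1.67 for *tcd1* (adjusted p = 3.1e-05; from 3.1e-05 to 0.998). Without *pmt1*Δ + v replicate 3, edgeR called *tcd1* at 1.49 (adjusted p = 0.0846). In the limma-voom fit, mRNA library depth and condition largely coincide.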

One can therefore speculate that t^6^N modification of tRNAs is reduced (based on lower levels of Sua5) relative to ct^6^A modification, which may be enhanced due to higher Tcd1 levels, thus causing an imbalance in t^6^N and ct^6^A modification of the respective tRNAs. This is particularly relevant with respect to the observation that the codons of several t^6^A/ ct^6^A-modified tRNAs (i.e. ANN codons, e.g. AGG (Arg), ACG (Thr) and AUA (Ile)) display lower codon occupancy upon *pmt1*^+^ overexpression (Figure 3), lending support to the notion that subtle changes in the balance of these modifications elicit the changes in codon occupancy.

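Of the 16 codons that begin with A, whose tRNAs can carry t6A or ct6A, 9 had a higher and 7 a lower mean occupancy in *pmt1*Δ + v than in *pmt1*+ OE, and their median ratio was 1.02. Among the 45 other codons, 23 were higher and 22 lower, with a median of 1.01. The libraries of the conditions did not overlap for 3 of the codons beginning with A and for 6 of the others, where chance gives 10%.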

We also considered the mRNAs that were differentially translated both in wt +Q/ *pmt1*Δ +Q (Figure 5B, right plot) and wt+Q/*pmt1*Δ (Figure 5A, middle plot), which gives an indication as to which genes are affected by m^5^C38 (in the presence of Q) and which by both m^5^C38 and Q. There was an overlap of 157 genes (Figure 5E), among which genes with ribosomal function were significantly enriched (38 genes, *P* < 0.05), indicating that m^5^C38 alone reduced the translation of a group of ribosomal protein genes. However, the translation of mitochondrial targets was only down-regulated in the wt+Q/ *pmt1*Δ, but not the wt+Q/ *pmt1*Δ +Q dataset (Table 1, Supplementary Tables S7 and S10), showing that the regulation of mitochondrial function was specific to Q, but not m^5^C38 modification.

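The TE lists of wt + Q/*pmt1*Δ + Q and wt + Q/*pmt1*Δ shared 1 of 4599 genes, *pmt1*, at an adjusted p under 0.1 from edgeR, and none with same-numbered replicates as a block. At an unadjusted p under 0.05 they shared 24 genes, 15 lower and 9 higher in wt + Q, none of which encodes a ribosomal protein. Both comparisons use the same 3 cultures of wt + Q, and both others are labelled as lacking *pmt1*. In 20 simulated data sets in which nothing differed between groups, with the wt + Q cultures shared in the same way, between 31 and 55 genes were shared at that threshold. The log2 fold changes in TE of the comparisons correlated at 0.898 across genes, against 0.472 to 0.533 in the simulated data. Random groups of the real full-medium cultures that share a group spread far more widely, from -0.247 to 0.939. On their scale, of mean log2 TE, the observed correlation was 0.857, and 0.685 without wt + Q replicate 2. With same-numbered replicates as a block, which the libraries of both comparisons allow, 260 genes were shared at an unadjusted p under 0.05 (152 higher and 108 lower), a number for which no simulated value with shared wt + Q cultures was obtained.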

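In wt + Q/*pmt1*Δ + Q, as labelled, the log2 fold change in TE was -3.61 for *cox1* (standard error 1.69, unadjusted p = 0.0535, adjusted p = 0.859 from edgeR; exact permutation test, two-sided, p = 0.1) and -2.04 for *qcr6* (unadjusted p = 0.0381, adjusted p = 0.859 from edgeR). Leaving out wt + Q replicate 2 brought *cox1* to -0.85 and *qcr6* to -0.36. The change was -1.65 for *cox8* and -0.70 for *atp7*. The gene *cob1* did not reach the count minimum in this comparison, and its change without the minimum was -2.56. Of the mitochondrially encoded genes, *cox1* alone could be tested here. The sets of the comparisons were not tested against each other.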

We further asked what distinguishes the set of differentially translated mRNAs from non-affected mRNAs. 

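For each culture, the median log2 TE of genes with a codon stretch was set against that of genes without one, where a stretch is 2 or more consecutive codons of 1 amino acid, or 3 or more of any Q codon. The difference in this value between *pmt1*Δ and *pmt1*Δ + Q, as labelled, was -0.03 for Asp (exact permutation test of 3 cultures against 3, two-sided, p = 0.7), -0.03 for His (exact p = 0.5), -0.0071 for Asn (exact p = 1), 0.016 for Tyr (exact p = 0.8) and -0.0022 for any Q codon (exact p = 1). With at least 10 counts required in every library, which moved these values most among the settings that keep all cultures, Asp reversed to 0.00808, Asn to 0.00442 and any Q codon to 0.00693. These tests do not pair the cultures. Within same-numbered pairs, Asp and His were lower without Q in 3 of 3, and Asn and Tyr in 1 of 3. For Asp and His, an exact permutation test by sign flips gave p = 0.25, the smallest that 3 pairs allow. Leaving out 1 culture, which breaks a pair, reversed the value of every stretch. Without *pmt1*Δ + Q replicate 2, Asp was 0.000127, His 0.0203, Asn 0.0343 and any Q codon 0.0438, and without *pmt1*Δ replicate 2, Tyr was -0.0391. Between *pmt1*Δ and wt + Q the differences were -0.11 for Asp (exact p = 0.2), -0.09 for His (exact p = 0.3), -0.06 for Asn (exact p = 0.3), -0.04 for Tyr (exact p = 0.5) and -0.09 for any Q codon (exact p = 0.5). Only Tyr changed direction in a fit that left out 1 culture (0.0121 at the highest). Within same-numbered pairs, Asp, His, Asn and Tyr were lower without Q in 3 of 3. An exact permutation test by sign flips gave p = 0.25 for each, the smallest that 3 pairs allow. Any Q codon was also lower in every pair, at -0.129, 0.0640 and -0.120 in *pmt1*Δ against -0.0284, 0.161 and -0.0396 in wt + Q. Across 4637 genes, which are not independent replicates, the log2 fold change in TE without over with Q had a Spearman correlation with the share of Q codons of 0.105 in *pmt1*Δ/*pmt1*Δ + Q, -0.0791 in *pmt1*Δ/wt + Q and -0.0896 in wt/wt + Q.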

There was no correlation with content of Asp, His, Asn or Tyr codons, but genes with at least one stretch of two or more consecutive Asp, His, Asn or Tyr codons or three or more of any of these codons showed a minimal, but statistically significant trend towards decreased TE in the absence of Q as compared to genes without the stretches (Benjamini–Hochberg-adjusted *P* < 0.05, Supplementary Figure S5F). 

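Between wt and wt + Q, the difference in median log2 TE of genes with and without a stretch was -0.04 for Asn (exact permutation test of 3 cultures against 3, two-sided, p = 0.6), -0.06 for any Q codon (exact p = 0.6), -0.05 for Asp (exact p = 0.7), -0.06 for Tyr (exact p = 0.6) and 0.0037 for His (exact p = 1). None exceeded the spread between cultures. Within same-numbered pairs, Asp, Asn and Tyr were lower without Q in 2 of 3 and His in 1 of 3. In the fits that each left out 1 culture, any Q codon ranged from -0.0999 to 0.00991, Asp from -0.0916 to 0.0121 and His from -0.0435 to 0.0581, and the direction of each was therefore not fixed. Requiring at least 10 counts in every library gave -0.000177 for His.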

The exception to this was the wt/wt+Q comparison, where TE was increased on genes with Asn or Q codon stretches, but this comparison is complicated by the fact that, next to the change of Q modification, m^5^C38 also changes from 15 to 100%. 

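The correlation of the change in TE with the change in mRNA across genes, which are not independent replicates, was -0.79 in *pmt1*Δ + Q/*pmt1*Δ, -0.74 in wt + Q/wt and -0.89 in wt + Q/*pmt1*Δ + Q, and the slopes were -0.995, -1.03 and -0.972. From the small size of the changes and the stretches of Q codons, the paper reasons that Q has a moderate net effect on the translation of mRNAs.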

In summary, the net effect of Q modification across the transcriptome was very moderate and showed at most a mild improvement of the efficiency of translation on mRNAs with stretches of Q codons in the presence of Q.

### Q34 modification impaired mitochondrial function in *S. pombe*

The differential effects of Q and Dnmt2 tRNA modification on translation raised the question whether the translational differences caused phenotypic differences under different growth conditions (Supplementary Table S11). To test an effect on mitochondrial function, as was suggested from the above results of Q and m^5^C38 modification on TE of genes with a mitochondrial function, *S. pombe* cells were grown with glycerol instead of glucose as a carbon source, since defects in mitochondrial respiration prevent growth on glycerol (49). Interestingly, the cells showed a slow growth phenotype on glycerol medium that was exacerbated by the presence of Q, suggesting impaired mitochondrial function in the presence of Q (Figure 6A). This was in agreement with the observation that Q modification reduced translation of proteins with a mitochondrial function (Table 1). Furthermore, the growth defect on glycerol medium was not observed in *qtr2Δ* cells, which lack *S. pombe* eTGT, showing that Q incorporation into tRNAs disturbed mitochondrial function (Figure 6A). Also, *S. pombe* cells showed slow growth on medium containing CaCl_2_, an indicator for disturbed mitochondrial function in *S. cerevisiae* (50), and this was suppressed by supplementing the medium with Q in wt and *pmt1Δ*, but not in *qtr2Δ* cells (Figure 6B). We furthermore observed a moderate but significant reduction in mitochondrial membrane potential in the presence of Q in *pmt1Δ* cells, but, for unknown reasons, not in wt + Q (Supplementary Figure S3E), even though wt and *pmt1*Δ showed similar defects in growth on glycerol +Q. Taken together, these results suggested that mitochondrial function was mildly impaired by Q modification of tRNAs.

**Figure 6.**
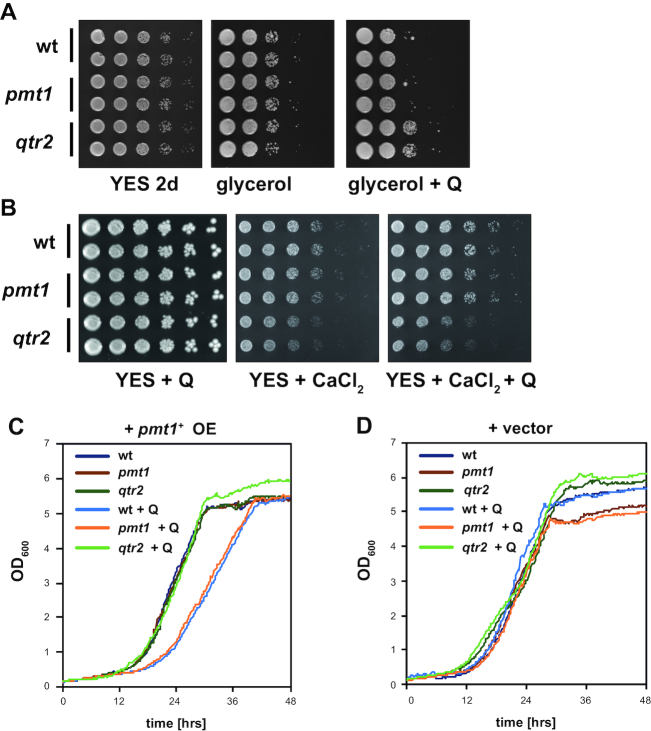
Q modification caused a respiratory defect in *S. pombe* cells and a growth defect when *pmt1^+^* was overexpressed. (**A**) Serial dilutions of wt, *pmt1Δ* and *qtr2Δ S. pombe* strains were spotted on full medium (YES) with glucose and on medium with 3% glycerol in the presence or absence of Q. (**B**) Strains as in (A) were grown on medium with 300 mM CaCl_2_ with our without Q. (**C**) Overexpression of *pmt1^+^* caused a growth defect in the presence of Q in wt and *pmt1Δ*, but not *qtr2Δ*. (**D**) No growth defect of the strains was observed with the vector control.

Furthermore, we observed that upon overexpression of *pmt1^+^*, the addition of Q caused a decreased growth rate of *S. pombe* cells. Again, this growth-inhibitory effect of Q depended on its incorporation into tRNAs, because the effect was abrogated in *qtr2Δ* cells (Figure 6C and D). Interestingly, this defect was not seen when *pmt1*^+^ was expressed from the chromosomal gene. Possibly, Dnmt2/ Pmt1 at high levels binds and sequesters non-target tRNAs, or leads to the modification of RNAs other than tRNAs whose methylation causes the growth defect.

### *In vivo* stimulation of Dnmt2-dependent tRNA^Asp^ methylation by queuosine incorporation is conserved in mice

Our previous work showed that Dnmt2-dependent tRNA methylation in *S. pombe* is stimulated by prior incorporation of Q into tRNA^Asp^ by the eTGT enzyme (17), raising the question whether it was an unusual property of the yeast Dnmt2/ Pmt1 enzyme, or whether the Q dependence extends to other homologs. The yeast enzyme carries a non-consensus serine residue in the catalytic motif IV (sequence PSCQ in *S. pombe*, PPCQ in other homologs), which earlier had been proposed to inactivate the enzyme (51).

Here, we sought to test whether m^5^C38 methylation in mouse cells depended on Q supplementation or Q incorporation by eTGT. For this purpose, mouse embryonic cells (mESCs) were cultivated in the serum-free, feeder-free 2i medium (52), which is devoid of external queuine or queuosine sources. Importantly, the methylation level was increased from 78.9% in the absence of queuine to ca. 96% and 98.3% in its presence (with 0.05 or 0.5 μM Q) (Figure 7A), indicating that the stimulation of Dnmt2 by Q is conserved in mice. We also investigated m^5^C38 methylation of tRNA^Asp^ in mouse tissues lacking the eTGT complex, which exchanges G34 for Q34 in tRNAs. Such mice lack Q-modified tRNAs (23). In brain and liver tissues of wild-type mice, the methylation levels were approx. 95%. This level was decreased to 62% and 45% in the two tissues from mice homozygous for a gene trap insertion in *Qtrt1* (Figure 7B), which encodes a subunit of eTGT (23). This showed that m^5^C38 methylation in tRNA^Asp^ strongly depended in Q incorporation into the tRNA by eTGT in mouse tissues.

**Figure 7.**
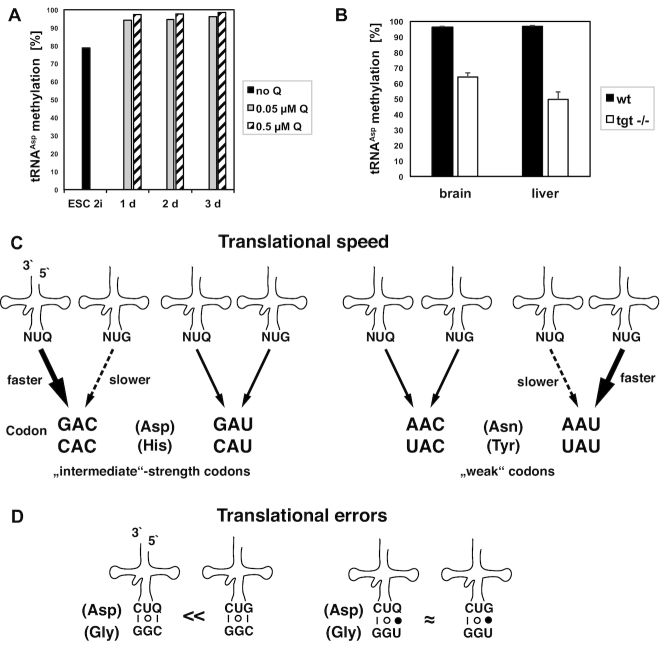
Stimulation of Dnmt2-dependent m^5^C38 methylation by Q is conserved in mice. (**A**) Mouse embryonic stem cells were cultivated in 2i medium and treated for 1, 2 or 3 days with 0.05 or 0.5 μM Q. RNA was extracted, and m^5^C38 levels in RNA^Asp^ were determined by high-throughput bisulfite sequencing. (**B**) m^5^C38 levels in RNA^Asp^ were determined as in (A) in RNA extracted from brain or liver tissues from wt or *Qtrd1−/−* mice (*tgt −/−*). Mean ± SD is reported (n = 3). (**C**) Graphical summary of the effect of tRNA Q modification on translational speed in *S. pombe*. The top row shows the tRNAs carrying either Q34 or G34. They translate the respective C- or U-ending codons. Q modification results in faster translation of the C-ending codons for Asp and His (bold arrow; ‘intermediate-strength’ codons according to (4)), but has no effect on the respective U-ending codons. Q modification slows down translational speed of the U-ending codons for Asn and Tyr (dashed arrow, ‘weak’ codons according to (4)). (**D**) Graphical summary of the effect of Q modification on suppressing translational errors. Q modification of tRNA^Asp^ reduces misreading of the C-ending, but not the U-ending Gly codon.

We furthermore investigated how mutation of the non-consensus serine of Dnmt2/ Pmt1 in *S. pombe* to a consensus proline (*pmt1-S80P*) affected activity and Q-dependent stimulation of the enzyme *in vivo. pmt1-S80P* cells showed 20% m^5^C38 in tRNA^Asp^ in the absence, and this level was increased to 42% when cells were cultured with Q (Supplementary Figure S5). Thus, the mutant Dnmt2/ Pmt1 retained activity, but was less efficiently stimulated by Q than the wild-type enzyme.

## DISCUSSION

The discovery of queuosinylation at the wobble position of tRNAs dates back to 1972 (7), yet the physiological role of this modification in translation has been unclear (10,12). Here, we present ribosome profiling data to address how Q modification, in conjunction with Dnmt2-dependent m^5^C38 methylation, modulates translation across the genome of *S. pombe*.

Our analysis allows several important conclusions. First, we observed that Q modification increases the translational efficiency of C-ending Q codons relative to U-ending codons in *S. pombe*. This finding was unexpected in light of the fact that Q modification has long been postulated to compensate for the weaker codon–anticodon interaction of Q–U base pairing relative to G-C pairing (14). The present results are, however, in agreement with a study of codon usage across *Drosophila* species that reported a preference for C- over U-ending codons at evolutionarily conserved Q codon sites (15). Our data show that Q affects the translational speed transcriptome-wide, by accelerating C-ending codons of His and Asp, and by decreasing the speed of the U-ending codons for Asn and Tyr (Figure 7C). In this manner, the Q modification contributes to the harmonization of translational speed across different codons of the genetic code.

Second, our data fit well with the theory that codon–anticodon strength is equilibrated across the genetic code (4). We find that Q modification differentially affects translation of codons that are considered ‘weak’ (e.g. AAU and UAU, Asn and Tyr) relative to ‘intermediate’ codons (e.g. CAC, GAC, His and Asp), based on their base-pairing properties at the first two positions of the codon. According to this view, the ‘stronger’ codons, which at the first two positions have a G-C pair (CAC and GAC), will prefer the U-ending codon, and the translation of the C-ending codon is affected by Q34 modification of the tRNA. Conversely, the ‘weaker’ codons, which have only A-U at the first two bases of the codon (AAU, UAU), will prefer the C-ending codon, and the U-ending codon is affected by Q-modification of the tRNA.

How do translational effects of Q in *S. pombe* relate to those in higher eukaryotes? Importantly, our recent work shows that Q modification in human cells fundamentally serves the same purpose, namely to adjust translational speed of C- and U-ending Q codons (13). However, contrary to *S. pombe*, the absence of Q in human cells causes a reduction of translational speed at most Q codons, and Q modification increases translational speed of the U- relative to the C-ending codons, whereas it increases the speed of the C-ending codon in *S. pombe*. This is particularly interesting in light of the fact that the relative usage of C- to U-ending codons differs between the human and *S. pombe* genomes (human: C:U ca. 55%: 45%; *S. pombe*: C:U ca. 38%: 62%) (53). In either case, the net result of Q modification is to equilibrate translational speeds between C- and U-ending Q codons. Thus, the global effect shows a striking convergence in the two evolutionarily distant systems, which at the same time implies species-specific differences in the mechanism employed to achieve this. One mechanism may be the further modification of Q to galactosyl- and mannosyl-Q in mammalian cells (54). Another possibility is that the tRNAs of the two organisms differ in the ‘proximal extended anticodon’ (4), especially positions 37 and 38 at the 3′ side of the anticodon, and positions 31/ 39, which form the base of the anticodon stem. The identity and modifications of these positions is critical for base stacking and stabilization of codon–anticodon pairs. Notably, *S. pombe* tRNA^Tyr^ carries A37, which is hypermodified (i^6^A37/ t^6^A37) to improve stacking with A36 of the anticodon (55). However, human tRNA^Tyr^ carries 1-methyl-G37 (m^1^G), which has less favourable stacking with A36. Such differences in stacking may thus explain why Q-modification shows a differential effect on Tyr codons in human cells and fission yeast.

Interestingly, Q modification differs in its effect on codon occupancy from other tRNA modifications. A recent study investigated codon occupancy in mutants of *S. cerevisiae* lacking tRNA-modifying enzymes and found that the majority of mutants (with some notable exceptions) show increased ribosomal occupancy at the corresponding codons and thus slowing of translation on those codons (41), which mirrors earlier observations of the absence of Elongator in *S. cerevisiae* and *C. elegans* (56). Thus, Q modification so far is unique among tRNA modifications in that it causes differential effects on codons that differ in their wobble position.

Our study furthermore reveals that the Q modification suppresses misreading of the C-ending glycine and cysteine codons, but not the respective U-ending codons (GGC and UGC, but not GGU and UGU; Figure 7D). This again is in agreement with the hypothesis generated from the investigation of Q codon usage in Drosophilids that C-ending codons are evolutionarily advantageous, because they are less error-prone than the respective U-ending codons under conditions of high Q modification (15).

All the second-codon misreading pairings mentioned above require the generation of a tautomeric base at the second position (57). Our data indicate that this process is disfavoured if there is a Q-C pairing at the wobble position, whereas the tautomeric form is equally likely for G-U and Q-U pairing in the GGU codon. Possibly, Q34 leads to a distortion of the codon–anticodon mini-helix and thus hinders formation of the G-U pairing at the second position. An earlier study showed that Q34 in tRNA^Tyr^ causes distortion of this mini-helix and leads to the displacement of C in a first-position C-A mismatch (58). Of note, we did not observe an effect of Q on the decoding of the Glu codons, which differ in the wobble position from the Asp codons and whose misreading by tRNA^Asp^ can be hypothesized to be suppressed by Q. Intriguingly, these suppression effects on erroneous decoding by Q mirror those in *E. coli* with respect to tRNA^Asp^, but not tRNA^Tyr^ (16), arguing for important species-specific differences in role of Q in translational accuracy. One possibility is that this is due to differences in the further modification of Q-modified tRNAs in the different systems (54).

Our investigation of the role of Q and m^5^C38 on translational efficiency revealed relatively moderate effects on a limited number of genes. Prominent effects were observed for Q modification in reducing translation of several mRNAs with a mitochondrial function. Consistent with this, *S. pombe* cells showed a respiratory defect in the presence of Q. It will be interesting to see how this relates to other tRNA modifications, whose loss is often associated with mitochondrial defects (59). An interesting possibility is that Q not only shows cross-talk with Dnmt2/ Pmt1-dependent C38 methylation, but also affects other tRNA modifications that modulate the translatome. We also observed effects on the translation of a group of ribosomal protein genes, the source of which requires further investigation. Contrary to our observations in human cells (13), Q depletion in *S. pombe* did not cause a defect in protein folding and activation of the unfolded protein response.

An important question has been whether the Q-dependence of Dnmt2 activity is a peculiarity of *S. pombe*, or whether it is more common in eukaryotes. In agreement with our recent work in HeLa cells and mice (13), we find that m^5^C38 methylation of tRNA^Asp^ in mice strongly depends Q incorporation by eTGT, indicating conservation of Q as a determinant for Dnmt2 activity across homologs. The modulation of translational speed and accuracy by the Q and m^5^C38 modifications is particularly intriguing in light of the fact that eukaryotes scavenge Q from bacterial sources and absorb it in the gut. This is a striking example of how the availability of a nutritional supplement fine-tunes the speed and fidelity of the translational apparatus in the host.

## DATA AVAILABILITY

Ribosome profiling and RNA-seq data are available in the NCBI GEO database, record GSE102376.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Queuine links translational control in eukaryotes to a micronutrient from bacteria
**Source:** Nucleic Acids Res. 2019 Feb 1;47(7):3711–27. doi: 10.1093/nar/gkz063
**Supplement:** Supplementary Data

## Supplementary information

### Quality control of ribosome profiling data

For the evaluation of the ribosome profiling data, we investigated the data in metagene plots. The ribosome-protected peak was located 12 nucleotides upstream of the start codon and exhibited the expected trinucleotide periodicity (Supplementary Figure S4A). Also, metagene plots showed the expected distribution of ribosome footprints across the ORF (Supplementary Figure S4B).

In order to stabilize ribosomes on the mRNA, cells were treated with the translational inhibitor cycloheximide (CHX) as in the original ribosome profiling protocol and many other studies (1-4). Since the use of CHX in *S. pombe* has previously been reported to affect the translational efficiency (TE, ribosome footprints relative to mRNA level) of ribosomal protein genes upon nitrogen starvation (5), we investigated the TE of this group of genes. They showed a TE comparable to that of all other genes (Supplementary Figure S4C, D), indicating that the effects on translation observed here were not due to CHX treatment (6,7). Also, effects of CHX have been illustrated by a negative correlation between the mean relative A-site enrichment of a codon and the inverse of its tRNA adaption index (tAI) (7). However, we found correlations that were close to 0 (mildly positive values, Supplementary Table S12), indicating that CHX did not have the same effect on translation in our experiments as in previous studies using CHX (7). Finally, we also queried our ribosome profiling data for whether there were changes in ribosome density at a particular offset upstream or downstream of a given codon. A previous analysis has shown that usage of CHX causes patterns of ribosome density downstream of different codons that were not present in data from experiments without CHX (7). However, we did not observe such patterns in our data (Supplementary Figure S4E), arguing that the results of our ribosome profiling reflected genuine features of translation, rather than an effect by CHX treatment.

## Supplementary Figures

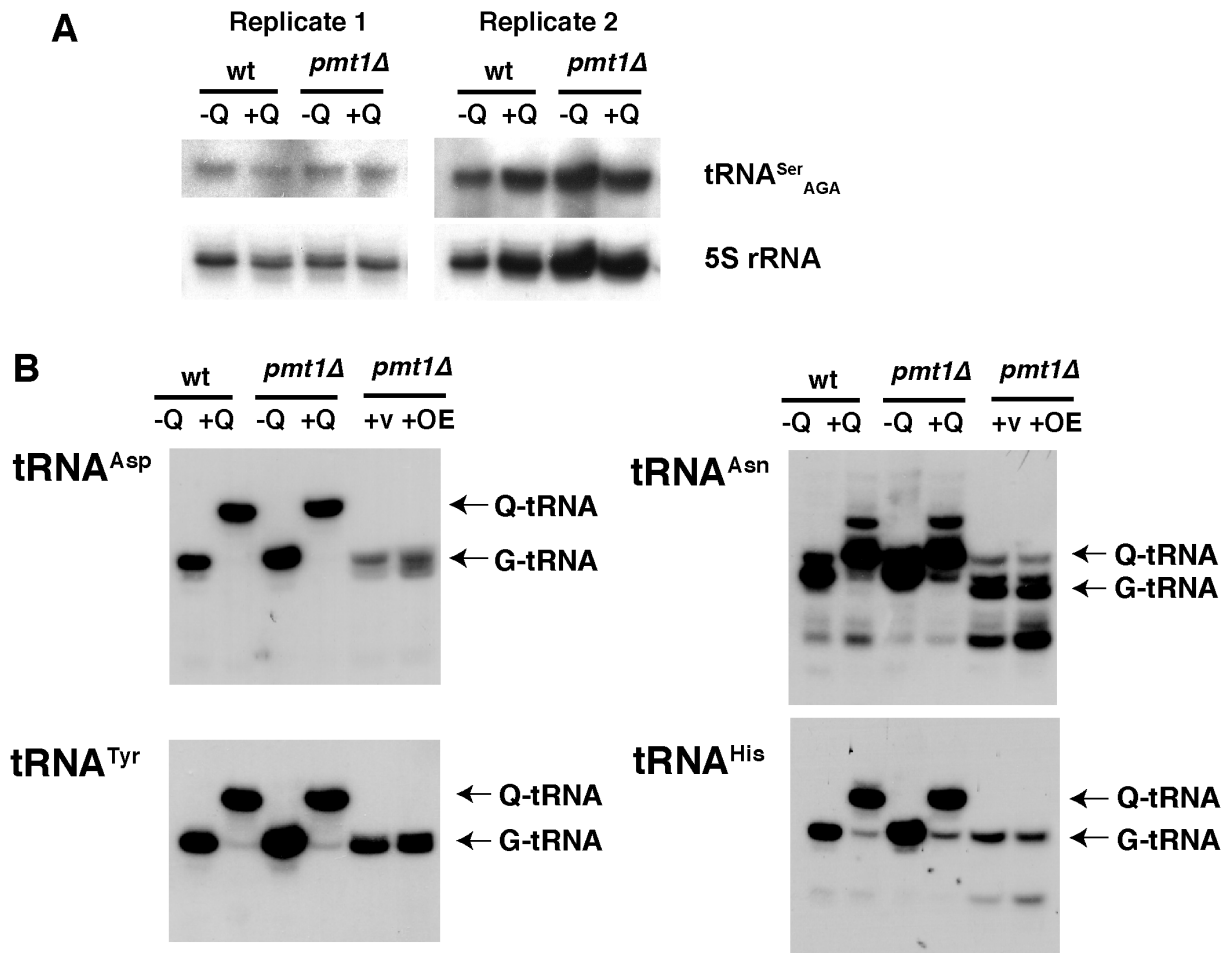

**Supplementary Figure S1. Measurement of Q levels in tRNA using polyacrylamide gels covalently linked with N-acryloyl-3-aminophenylboronic acid (APB).** (A) Measurement of  $\text{tRNA}^{\text{Ser}}_{\text{AGA}}$  levels. Northern blotting with APB-gels was performed, and membranes were probed with a probe for  $\text{tRNA}^{\text{Ser}}_{\text{AGA}}$  (top) and for the 5S rRNA (bottom, loading control). RNA samples were from wt and *pmt1Δ* with or without Q (two biological replicates). (B) Northern blotting with APB-gels was performed, and membranes were probed with a probe for the indicated tRNA probes. RNA samples from wt and *pmt1Δ* with or without Q and upon *pmt1*<sup>+</sup> overexpression (+OE; +v, vector control; both without Q) are shown.

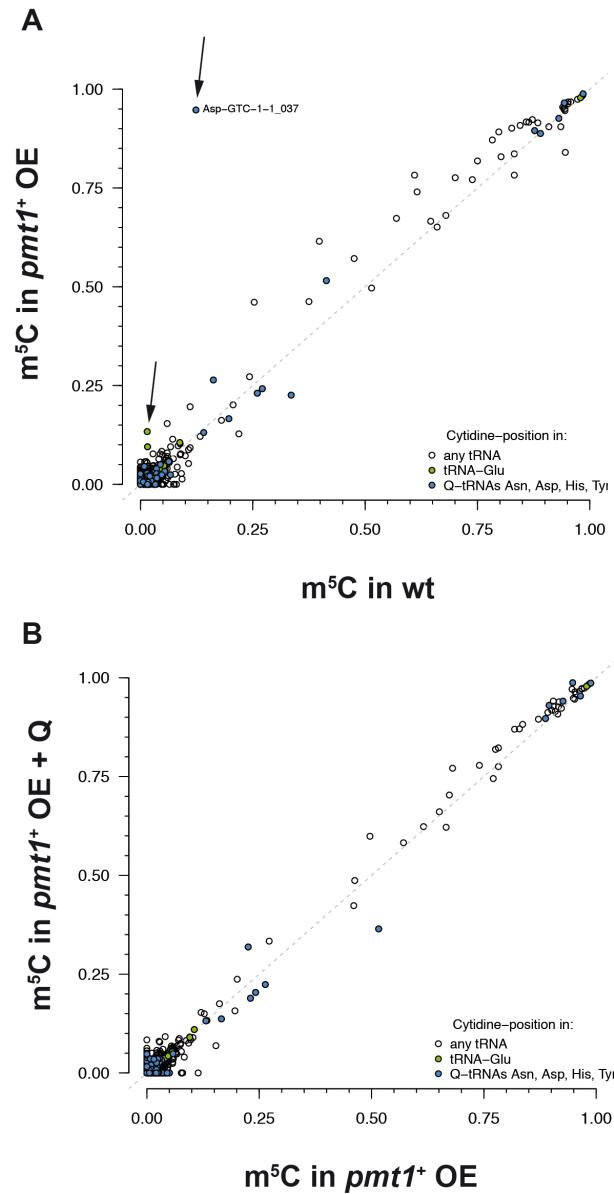

**Supplementary Figure S2. *pmt1*<sup>+</sup> overexpression causes a mild increase in m<sup>5</sup>C38 methylation of tRNA<sup>Glu</sup>.** (A) tRNA methylome analysis revealed tRNA<sup>Asp</sup> and tRNA<sup>Glu</sup> as Dnmt2/ Pmt1 targets upon *pmt1*<sup>+</sup> overexpression. Methylation levels as measured by RNA bisulfite sequencing of *S. pombe* wt cells grown in minimal medium (x-axis) were compared to those upon *pmt1*<sup>+</sup> overexpression (y-axis). *pmt1*<sup>+</sup> overexpression (OE) causes a significant increase of m<sup>5</sup>C38 on tRNA<sup>Asp</sup> and tRNA<sup>Glu</sup> (arrows). (B) Comparison of tRNA methylome analysis of cells overexpressing *pmt1*<sup>+</sup> in the absence (x-axis) versus the presence (y-axis) of Q shows no significant changes in m<sup>5</sup>C levels upon *pmt1*<sup>+</sup> overexpression in the presence of Q.

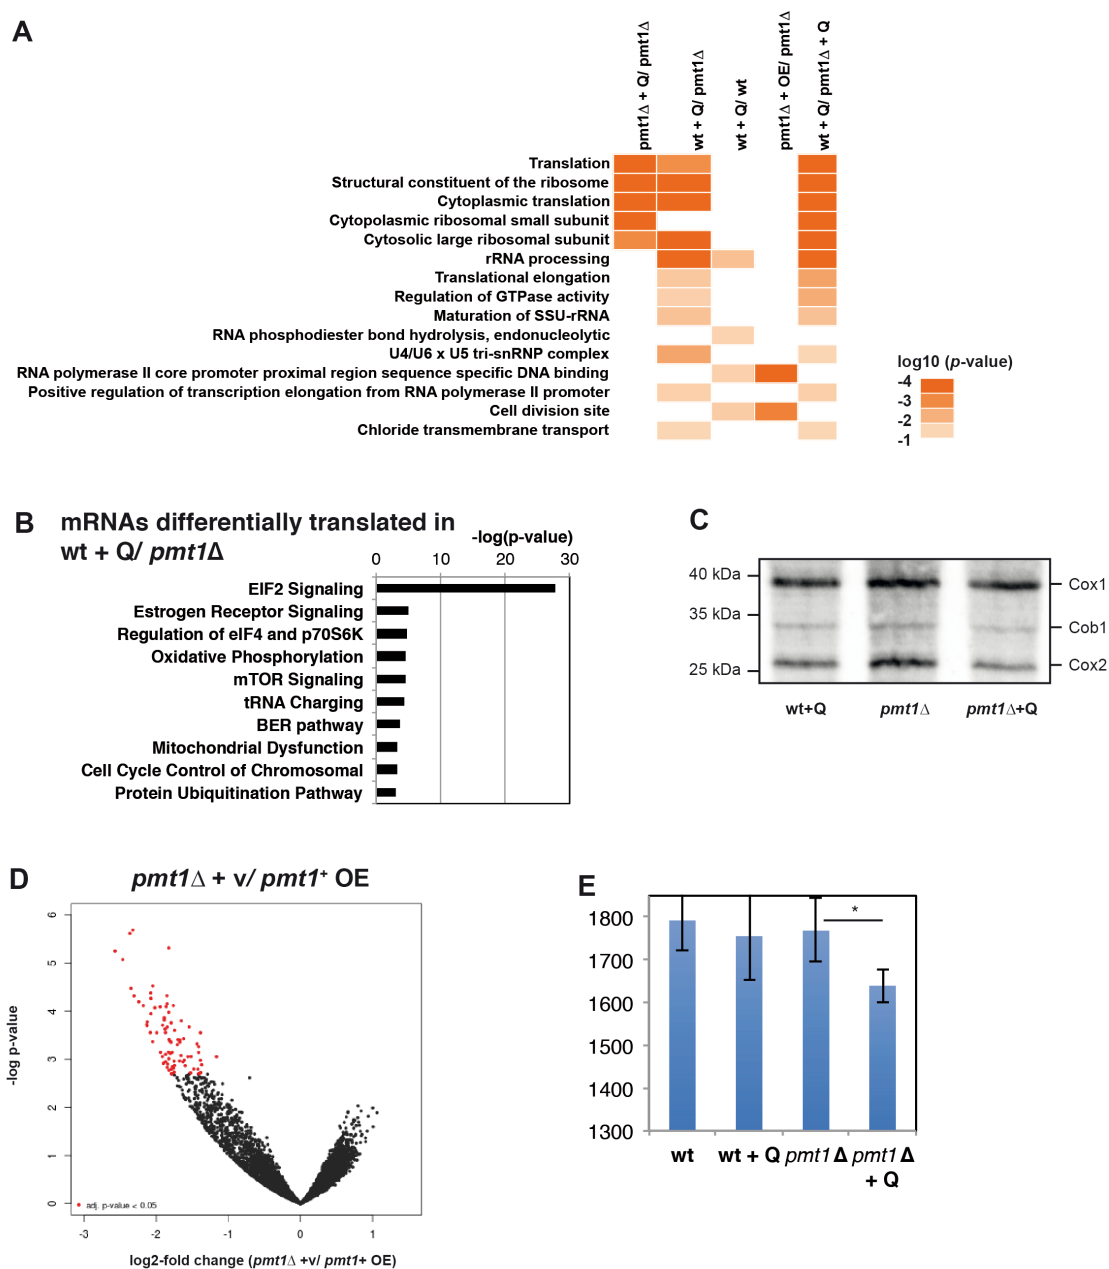

### Supplementary Figure S3. Effects of Q and m<sup>5</sup>C38 on translational efficiency.

(A) GO term analysis of mRNAs differentially translated under the indicated conditions, as determined by DAVID analysis (8). *p*-values for the enrichment in the individual categories is indicated with the colour code on the right. (B) Ingenuity Pathway Analysis of human orthologs of *S. pombe* mRNAs differentially regulated in wt + Q/ *pmt1*Δ. *p*-values of the individual categories are indicated. (C) *In vivo* <sup>35</sup>S labelling of mitochondrial proteins reveals reductions of Cox2 and Cob1 in wt and *pmt1*Δ cells grown in the presence of Q. Amino acids were labelled with <sup>35</sup>S methionine/ cysteine in the presence of anisomycin, which blocks cytoplasmic translation, and equal amounts of protein was loaded on an SDS-PAGE gel. Proteins

were transferred to a nitrocellulose membrane, which was used to expose a Phosphorimager screen. (D) Differential mRNA expression levels upon *pmt1*<sup>+</sup> overexpression (OE) compared to *pmt1*Δ transformed with the control vector (+v). Log2-fold change in mRNA level (*pmt1*Δ+v/ *pmt1*<sup>+</sup> OE) is shown relative to the *p*-value. Genes with a Benjamini-Hochberg adjusted *p*-value < 0.1 are shown in red. They are expressed higher upon *pmt1*<sup>+</sup> OE. The *pmt1*<sup>+</sup> gene itself was excluded from the plot in order to better visualize the changes of other genes. (E) Mitochondrial transmembrane potential of *S. pombe* cells with the indicated genotypes cultured in YES with or without Q was measured using TMRE staining. Mean values ± SD (n=3) are given. \*, *p* = 0.057.

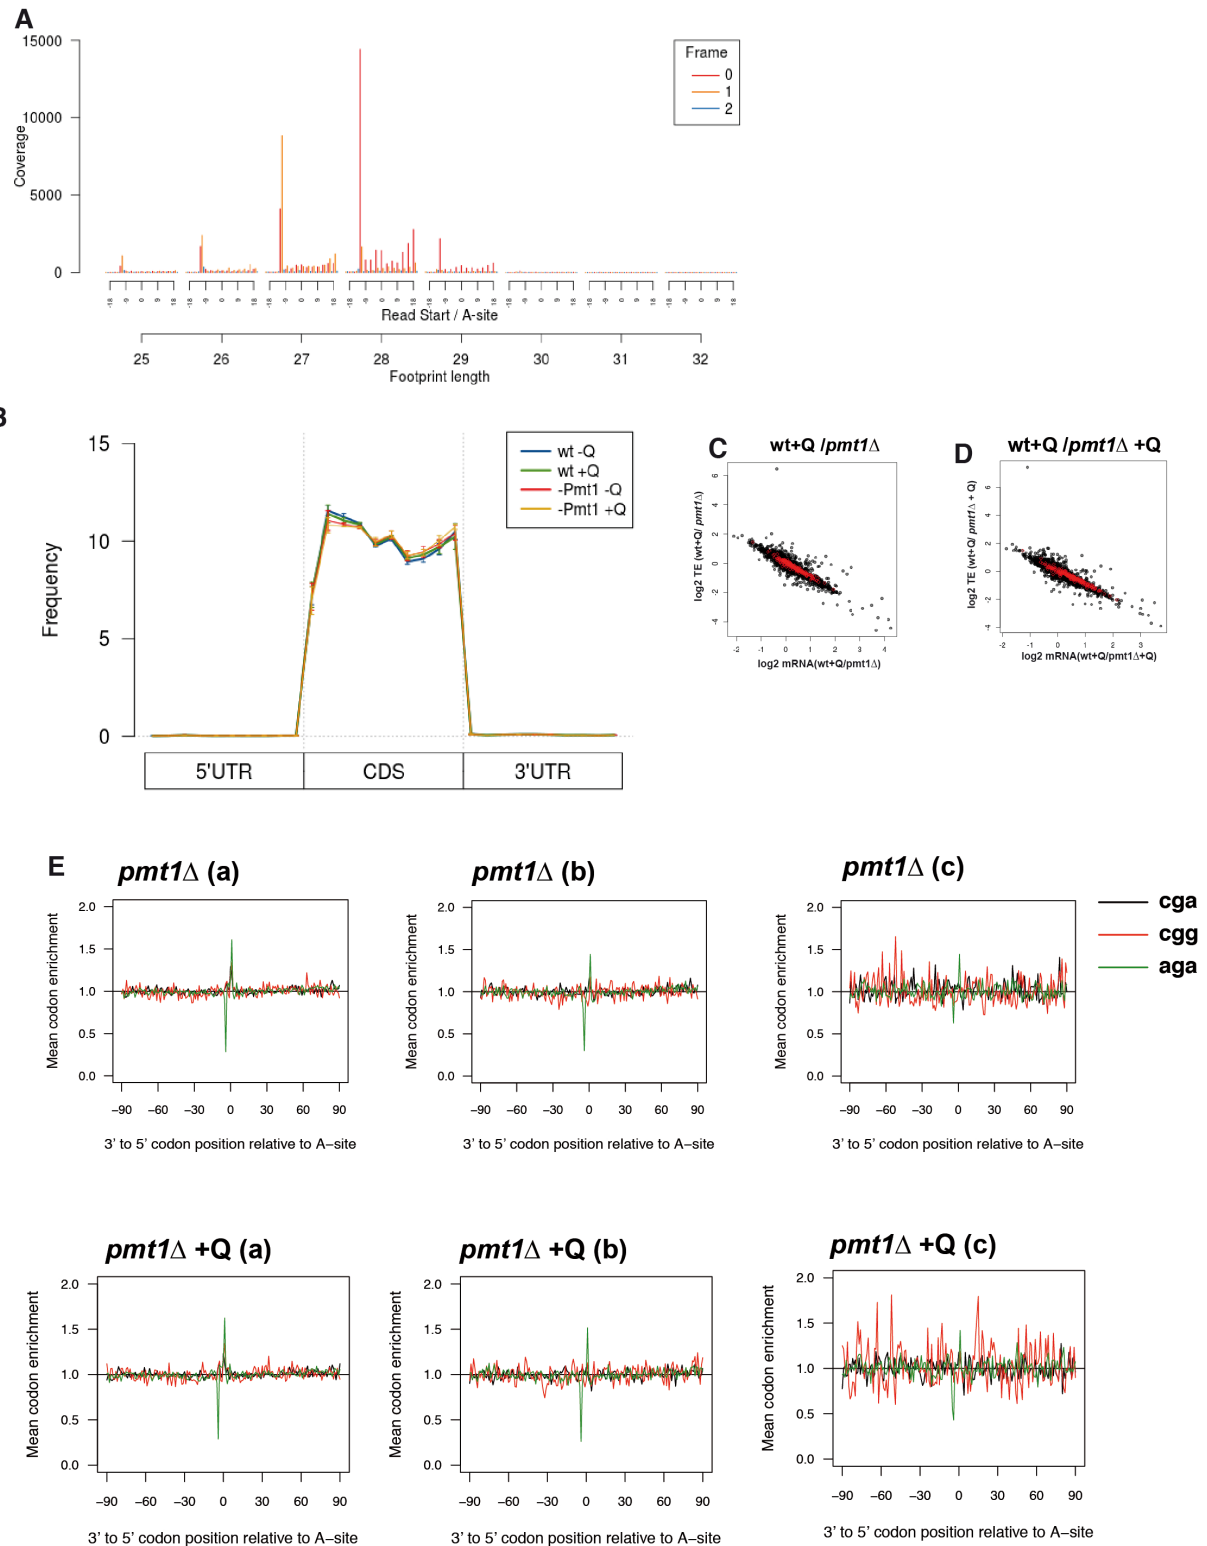

**Supplementary Figure S4. Validation of ribosome profiling data.** (A) Representative metaplot of ribosome footprints from wt *S. pombe* cells (AEP1, replicate a). 25-32 mer ribosome footprint reads were summed across all start codons. In-frame 27-30 mer ribosome footprints showed the correct periodicity. Of note, due to mRNA digestion, some reads start at frame 1 with an offset of 1 nt, for

example at length 27. This is accounted for in the subsequent codon assignment. (B) Representative metagene plot of 27-30 mer ribosome footprints of wt (+/-Q) and *pmt1* $\Delta$  (+/- Q). Values show mean  $\pm$  SD (n=3). (C) Ribosomal protein genes showed translational efficiency comparable to that of all other genes. The log2-fold change in translational efficiency (TE) of wt+Q/ *pmt1* $\Delta$  is shown relative to the log2-fold change in mRNA levels of wt+Q/ *pmt1* $\Delta$ . Ribosomal protein genes are coloured in red. (D) as in (C), but for wt+Q/ *pmt1* $\Delta$ +Q. (E) Profiles of mean relative enrichments at a range of offsets around the arginine codons CGA (black), CGG (red) and AGA (green) in ribosome profiling data from three replicates of *pmt1* $\Delta$  (top, replicates a, b and c) and of *pmt1* $\Delta$  + Q (bottom, replicates a, b, c).

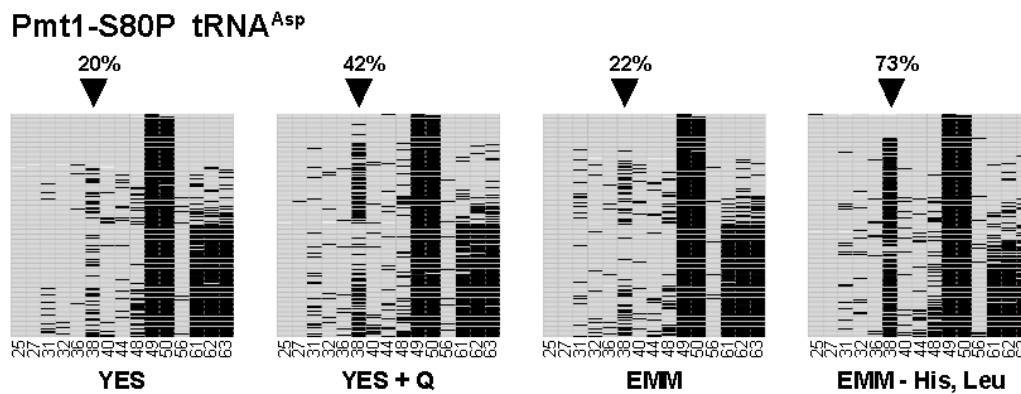

**Supplementary Figure S5. A variant of Dnmt2/ Pmt1 in *S. pombe* with the non-consensus serine 80 mutated to a consensus serine (Pmt1-S80P) retains m<sup>5</sup>C38 methylation activity and is stimulated by Q.** High-throughput bisulfite sequencing of tRNA<sup>Asp</sup> from a *pmt1*-S80P strain grown in full medium (YES) with or without queuine and in EMM minimal medium with or without histidine and leucine (amino acid starvation stimulates *pmt1* activity) as indicated was performed as described . Results from 1024 independent sequences are shown. Grey, unmethylated cytosine; black, methylated cytosine; white, mismatch. Arrows indicate the C38 position. Methylation levels are given in %.

**Supplementary Table S1: *S. pombe* strains used in this study**

| Designation | Genotype                                                | Source     |
|-------------|---------------------------------------------------------|------------|
| AEP1        | <i>h<sup>-</sup> leu1-32 ura4-D18 his3-D3</i>           | YGRC       |
| AEP8        | = AEP1; <i>pmt1Δ::kanMX</i>                             | (9)        |
| AEP288      | = AEP1; <i>qtr2</i> (SPAC2F3.13c) <i>Δ::NatMX</i>       | (10)       |
| AEP99       | = AEP8 + REP4X                                          | (9)        |
| AEP100      | = AEP8 + pAE1463                                        | (9)        |
| AEY490      | <i>h<sup>-</sup> leu1-32 ura4-D18 his3-D3 pmt1-S80P</i> | This study |

**Supplementary Table S2: Plasmids used in this study**

| Designation | Description                                               | Source            |
|-------------|-----------------------------------------------------------|-------------------|
| pAE1428:    | REP3X ( <i>LEU2</i> , <i>nmt1</i> promoter)               | ATCC/ S. Forsburg |
| pAE1429:    | REP4X ( <i>ura4<sup>+</sup></i> , <i>nmt1</i> promoter)   | ATCC/ S. Forsburg |
| pAE1463:    | REP4X- <i>pmt1<sup>+</sup></i>                            | (9)               |
| pAE1592     | REP3X- <i>pmt1<sup>+</sup></i>                            | (9)               |
| pAE1437     | pSLF173 ( <i>ura4<sup>+</sup></i> , <i>nmt1</i> promoter) | ATCC/ S. Forsburg |
| pAE2562     | pSLF173-LacZ-wt                                           | This study        |
| pAE2563     | pSLF173-LacZ-D201-GAA                                     | This study        |
| pAE2564     | pSLF173-LacZ-D201-GAG                                     | This study        |
| pAE2565     | pSLF173-LacZ-D201-GGU                                     | This study        |
| pAE2566     | pSLF173-LacZ-D201-GGC                                     | This study        |
| pAE2566     | pSLF173-LacZ-D201-GGC                                     | This study        |
| pAE2567     | pSLF173-LacZ-E537-GAC                                     | This study        |
| pAE2568     | pSLF173-LacZ-E537-GAU                                     | This study        |
| pAE2678     | pSLF173-LacZ-Y503-UGU                                     | This study        |
| pAE2679     | pSLF173-LacZ- Y503-UGC                                    | This study        |

**Supplementary Table S3: Oligonucleotides used in this study**

|                      |                                                   |
|----------------------|---------------------------------------------------|
| XhoI_LacZ_pJC27.fw   | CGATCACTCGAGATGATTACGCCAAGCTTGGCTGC               |
| LacZ_pJC27_BglII.rev | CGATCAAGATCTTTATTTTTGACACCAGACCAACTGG             |
| Mm AspRTprimer       | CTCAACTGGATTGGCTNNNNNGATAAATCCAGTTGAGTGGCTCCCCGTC |
| Mm Asp bisulfite.fw  | GTTAGTATAGTGGTGAGTAT                              |
| Stemloop.rev         | CTCAACTGGATTGGCT                                  |
| His_Probe            | AACCACTGGACCATGTGAGC                              |
| Asn_Probe            | ACCAACTATGCTACCCGACC                              |
| Asp_Probe            | TACCCCTATACTAAAGGAGA                              |
| Tyr_Probe            | TCTCCTGAGCCAGAATCGAAC                             |
| Ser_AGA_Probe        | GATTTCTAGTCTGTCCCTTT                              |
| 5S_Probe             | CGCCTAGGTATGGCCGTAGAC                             |

**Supplementary Table S4: Software used in this study**

| Software | Reference         | Version                |
|----------|-------------------|------------------------|
| Bowtie   | (11)              | v1.1.2                 |
| Xtail    | (12)              | v1.1.5                 |
| R        | www.R-project.org | v3.3.3                 |
| Python   | www.python.org    | v2.7.6                 |
| Galaxy   | (13)              | V1.1 locally installed |

**Supplementary Table S5: tRNA<sup>Glu</sup> methylation upon *pmt1*<sup>+</sup> overexpression**

| tRNA             | m <sup>5</sup> C38 in<br>wt in<br>EMM | p-value,<br>m <sup>5</sup> C38 in wt | m <sup>5</sup> C38 in<br><i>pmt1</i> <sup>+</sup> OE | p-value,<br>m <sup>5</sup> C38 in<br><i>pmt1</i> <sup>+</sup> OE | p-value,<br>differential |
|------------------|---------------------------------------|--------------------------------------|------------------------------------------------------|------------------------------------------------------------------|--------------------------|
| tRNA-Asp-<br>GTC | 0.1234                                | <2.2e-16                             | 0.9476                                               | <2.2e-16                                                         | <2.2e-16                 |
| tRNA-Glu-<br>CTC | 0.0159                                | 1                                    | 0.0953                                               | <2.2e-16                                                         | <2.2e-16                 |
| tRNA-Glu-<br>TTC | 0.0148                                | 1                                    | 0.1332                                               | <2.2e-16                                                         | <2.2e-16                 |

**Supplementary Table S6. Genes differentially translated in *pmt1*Δ + Q/ *pmt1*Δ (p<0.05)**

**Supplementary Table S7. Genes differentially translated in wt + Q/ *pmt1*Δ (padj. < 0.1)**

**Supplementary Table S8. Genes differentially translated in wt+Q/ wt (p < 0.05)**

**Supplementary Table S9. Genes differentially translated in *pmt1*<sup>+</sup> OE/ *pmt1*Δ + v (padj < 0.1)**

**Supplementary Table S10. Genes differentially translated in wt+Q/ *pmt1*Δ+Q (padj < 0.1)**

**For Supplementary Tables S6 – S10, see separate Excel file**

**Supplementary Table S11. Experimental conditions that have no effect on wt, *pmt1* $\Delta$  or *qtr2* $\Delta$  strains in the presence or absence of Q**

| Condition                                         | Remark                                                           |
|---------------------------------------------------|------------------------------------------------------------------|
| Anisomycin                                        | Translation inhibitor                                            |
| Hygromycin                                        | Translation inhibitor                                            |
| Paromomycin                                       | Translation inhibitor                                            |
| Cycloheximide                                     | Translation inhibitor                                            |
| Rapamycin                                         | Inhibitor of TOR signaling                                       |
| UV irradiation                                    | Mutagenic                                                        |
| Chronological aging                               | Conducted as in Stephan and Ehrenhofer-Murray (14)               |
| Endogenous expression of colicin E5               | Anticodon nuclease, cleaves the Q group of tRNAs (15)            |
| Sensitivity to killer toxin from <i>K. lactis</i> | <i>S. pombe</i> was resistant to <i>K. lactis</i> killer strains |
| High temperature (37°)                            | Becker et al (9)                                                 |
| H <sub>2</sub> O <sub>2</sub> sensitivity         | Becker et al (9)                                                 |
| Nitrogen starvation                               | Becker et al (9)                                                 |
| NaCl sensitivity                                  | Osmotic stress                                                   |

**Supplementary Table S12. Spearman rank correlations of codon A-site occupancy with the inverse of the RNA adaptation index (tAI) in different experiments.**

| Sample                      | Spearman rank correlation |
|-----------------------------|---------------------------|
| wt                          | 0.0679                    |
| wt + Q                      | 0.0795                    |
| <i>pmt1</i> $\Delta$        | 0.0929                    |
| <i>pmt1</i> $\Delta$ + Q    | 0.0940                    |
| <i>pmt1</i> $\Delta$ + v    | 0.1508                    |
| <i>pmt1</i> <sup>+</sup> OE | 0.0608                    |

## Supplementary materials and methods

### *Acryloyl aminophenylboronic acid (APB) gels –Northern blotting*

APB gels were performed according to (16,17) with a few modifications. Briefly, 7 µg of RNA were deacetylated and re-suspended in 1x RNA loading dye (Fermentas). Samples were denatured for 10 min at 70 °C, loaded on APB gels, and run at 4 °C in 1 x TAE at 90 V for 30 min and 140 V for 3 hours. RNA was then transferred using a semi-dry system onto positively charged nylon membranes in 1X TAE at 5 V for 40 min, cross-linked with UV and sequentially hybridized as described previously (18).

### *<sup>35</sup>S labeling of mitochondrial proteins*

Radioactive labeling of mitochondrial translation products was carried out as described (19). Briefly, cells were grown in complete medium (YES, with or without Q) and harvested at early exponential phase. Cytosolic translation was blocked with 1mg/ml anisomycin for 20 min. <sup>35</sup>S labeled methionine/ cysteine (Met-35S-Label, Hartmann Analytic) was subsequently added, and cells were incubated shaking for 3 h. Proteins were extracted as in (20), separated by 17% SDS-PAGE and blotted onto nitrocellulose membranes. Membranes were exposed to a Phosphorimager screen at room temperature.

### *Mitochondrial membrane potential assay*

Mitochondrial membrane potential was measured using the TMRE (tetramethylrhodamine ethyl ester)-Mitochondrial Membrane Potential Assay Kit (Abcam, ab113852) according to the manufacturer's instructions. Briefly, during early exponential phase of *S. pombe* cells, 1 µM TMRE was added to 7x10<sup>5</sup> cells in complete medium (YES). After 30 min incubation at 30°C, TMRE fluorescence was measured using a BD Accuri C6 Flow Cytometer (BD Biosciences). 10<sup>4</sup> cells were analyzed in the FL2 channel (585/40).

### Literature:

1. Ingolia, N.T., Ghaemmaghami, S., Newman, J.R. and Weissman, J.S. (2009) Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. *Science*, **324**, 218-223.
2. Brar, G.A., Yassour, M., Friedman, N., Regev, A., Ingolia, N.T. and Weissman, J.S. (2012) High-resolution view of the yeast meiotic program revealed by ribosome profiling. *Science*, **335**, 552-557.

3. Chou, H.J., Donnard, E., Gustafsson, H.T., Garber, M. and Rando, O.J. (2017) Transcriptome-wide Analysis of Roles for tRNA Modifications in Translational Regulation. *Mol Cell*, **68**, 978-992 e974.
4. Zinshteyn, B. and Gilbert, W.V. (2013) Loss of a conserved tRNA anticodon modification perturbs cellular signaling. *PLoS genetics*, **9**, e1003675.
5. Duncan, C.D.S. and Mata, J. (2017) Effects of cycloheximide on the interpretation of ribosome profiling experiments in *Schizosaccharomyces pombe*. *Scientific reports*, **7**, 10331.
6. Gerashchenko, M.V. and Gladyshev, V.N. (2014) Translation inhibitors cause abnormalities in ribosome profiling experiments. *Nucleic Acids Res*, **42**, e134.
7. Hussmann, J.A., Patchett, S., Johnson, A., Sawyer, S. and Press, W.H. (2015) Understanding Biases in Ribosome Profiling Experiments Reveals Signatures of Translation Dynamics in Yeast. *PLoS genetics*, **11**, e1005732.
8. Huang da, W., Sherman, B.T. and Lempicki, R.A. (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols*, **4**, 44-57.
9. Becker, M., Muller, S., Nellen, W., Jurkowski, T.P., Jeltsch, A. and Ehrenhofer-Murray, A.E. (2012) Pmt1, a Dnmt2 homolog in *Schizosaccharomyces pombe*, mediates tRNA methylation in response to nutrient signaling. *Nucleic Acids Res*, **40**, 11648-11658.
10. Müller, M., Hartmann, M., Schuster, I., Bender, S., Thuring, K.L., Helm, M., Katze, J.R., Nellen, W., Lyko, F. and Ehrenhofer-Murray, A.E. (2015) Dynamic modulation of Dnmt2-dependent tRNA methylation by the micronutrient queuine. *Nucleic Acids Res*, **43**, 10952-10962.
11. Langmead, B., Trapnell, C., Pop, M. and Salzberg, S.L. (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome biology*, **10**, R25.
12. Xiao, Z., Zou, Q., Liu, Y. and Yang, X. (2016) Genome-wide assessment of differential translations with ribosome profiling data. *Nature communications*, **7**, 11194.
13. Goecks, J., Nekrutenko, A., Taylor, J. and Galaxy, T. (2010) Galaxy: a comprehensive approach for supporting accessible, reproducible, and transparent computational research in the life sciences. *Genome biology*, **11**, R86.
14. Stephan, J. and Ehrenhofer-Murray, A.E. (2015) A method for high-throughput analysis of chronological aging in *Schizosaccharomyces pombe*. *Methods Mol Biol*, **1263**, 93-101.
15. Ogawa, T., Tomita, K., Ueda, T., Watanabe, K., Uozumi, T. and Masaki, H. (1999) A cytotoxic ribonuclease targeting specific transfer RNA anticodons. *Science*, **283**, 2097-2100.
16. Igloi, G.L. and Kossel, H. (1985) Affinity electrophoresis for monitoring terminal phosphorylation and the presence of queuosine in RNA. Application of polyacrylamide containing a covalently bound boronic acid. *Nucleic Acids Res*, **13**, 6881-6898.
17. Zaborske, J.M., DuMont, V.L., Wallace, E.W., Pan, T., Aquadro, C.F. and Drummond, D.A. (2014) A nutrient-driven tRNA modification alters translational fidelity and genome-wide protein coding across an animal genus. *PLoS Biol*, **12**, e1002015.
18. Tuorto, F., Liebers, R., Musch, T., Schaefer, M., Hofmann, S., Kellner, S., Frye, M., Helm, M., Stoecklin, G. and Lyko, F. (2012) RNA cytosine methylation by Dnmt2 and NSun2 promotes tRNA stability and protein synthesis. *Nature structural & molecular biology*, **19**, 900-905.
19. Kuhl, I., Dujeancourt, L., Gaisne, M., Herbert, C.J. and Bonnefoy, N. (2011) A genome wide study in fission yeast reveals nine PPR proteins that regulate mitochondrial gene expression. *Nucleic Acids Res*, **39**, 8029-8041.

20. Gouget, K., Verde, F. and Barrientos, A. (2008) In vivo labeling and analysis of mitochondrial translation products in budding and in fission yeasts. *Methods Mol Biol*, **457**, 113-124.

How the deposited data were processed for this re-analysis (not part of the article)

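The deposited data cover *S. pombe* in 6 conditions with 3 replicates each: wt, wt + Q, *pmt1*Δ and *pmt1*Δ + Q in full medium, and *pmt1*Δ with an empty vector (*pmt1*Δ + v) or a *pmt1*+ plasmid (*pmt1*+ OE) in selective medium. Every replicate has a footprint library, an mRNA library and a set of codon occupancies. Libraries of one condition and number were taken as one culture for TE per culture, which the labels do not state, and a wrong match would add noise to these values and to their exact tests. In all, 0 deposited sample columns were left unused. The conditions of the plasmid strains differ in medium from the others, so they were compared only with each other.

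The footprint and mRNA counts per gene were made by the authors: adaptors and low-quality ends were removed, reads from rRNA and tRNA were discarded, and the remainder was aligned with Bowtie to PomBase cDNA sequences without dubious ones. For footprints, the authors kept read lengths with a 3-nucleotide periodicity. The paper does not state the PomBase release. The occupancy of a codon, as deposited, is a ratio that the authors formed from the proportion of the codon in the A-site and its usage, either over the 3 codons 3′ of the A-site or in the mRNAs. These steps could not be repeated from the counts and ratios, so any bias they carry, such as reads assigned to the wrong copy of a duplicated gene, stays in the values.

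The counts hold 4930 genes for footprints and 5070 for mRNA, of which 4912 and 5045 matched an identifier of the annotation, and the occupancies hold 61 codons. Genes without a match were kept in the tests and left out of the sets that need an annotation. Sets were the 135 genes annotated for cytoplasmic ribosomal proteins and the 11 mitochondrially encoded ones. Footprint libraries held from 746737 to 9137284 counts (median 4942946.5) and mRNA libraries from 10863053 to 66571938 (median 38906627.5). The *pmt1*+ OE footprint libraries, at 746737 to 927516, were the shallowest of the 18, and replicate 3 of each full-medium condition had from 1040753 to 1267559.

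Counts were scaled with TMM factors and tested with the quasi-likelihood F-test of edgeR 4.0.16. A gene was tested when it had at least 10 counts in at least 3 libraries of a comparison. TE was tested as the interaction of assay (footprint or mRNA) and condition in one model, because Xtail, which the paper used, was not installed and was not used here. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.1, the paper's threshold for TE, and the counts under an unadjusted p of 0.05 were kept as well. Log2 occupancies were tested with limma 3.58.1 at an adjusted p under 0.05. TE per culture, for means and exact tests, was the log2 ratio of footprint to mRNA cpm (counts scaled to library size) with a prior of 0.5. Gene sets were tested with camera at a preset inter-gene correlation of 0.01. Camera takes genes as the replicates, and with few cultures it can give a small p for a difference that single cultures carry. Exact two-sided permutation tests over cultures were therefore set beside it, and with 3 cultures against 3 their smallest p is 0.1. Work was done in R 4.3.3 and in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.

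Genes were named by a rule: every gene the paper names for footprint or mRNA data, every protein-coding gene of the mitochondrial genome, and in each comparison and assay the 3 genes with the smallest p in each direction among those past the threshold whose groups do not overlap. Named codons were the 8 Q codons, those the paper names, and the 2 largest and 2 smallest ratios of a comparison. Stretches were at least 2 codons in a row for one amino acid and at least 3 for any Q codon.

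Same-numbered replicates were treated as paired where deviations from the condition means of all 3 numbers correlated above 0.1. This held in 4 of the 5 comparisons for footprints, mRNA and codons each. It failed for *pmt1*+ OE against *pmt1*Δ + v in footprints (0.0652, 0.0513 and 0.119) and in mRNA (0.726, -0.68 and 0.701), and for *pmt1*Δ + Q against wt + Q in codons (0.792, 0.145 and -0.0334). No library was a copy of another.

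The design, the thresholds, the naming rule and these alternatives were set before the data were examined: leaving out each library, at least 10 counts in every library, no filter beyond a mean of 1 count, DESeq2's size factors (RLE), the Wald test of DESeq2 1.42.0, limma-voom with sample quality weights, replicate and culture blocks, all groups of one medium in one model, an adjusted p of 0.05, an unadjusted p of 0.05, fry and camera with an estimated correlation, and for codons the occupancy over the median of the library, robust and trended moderation, and the arithmetic mean of same-numbered ratios. Chosen after seeing the data were a block of 3 deeper against 3 shallower mRNA libraries in the plasmid strains, the unfiltered versions of the gene sets, the 12 pairs other than the Q pairs with sign flips, the exact tests of the gene sets over cultures, and the counts of codons that begin with A.

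The steps were tested on simulated data with known changes. Of 200 genes changed 4-fold in mRNA, 191 were recovered with 19 other calls. For footprints it was 197 of 198 with 23 other calls, for TE 177 of 198 with 19, and for TE with DESeq2 188 with 37. Of 6 codons changed by a factor of 1.4, limma recovered 6, with 1 other call among 61. Smaller changes were not simulated for single genes. A gene set shifted by 0.5 on the log2 scale was estimated at 0.53, and a random set at -0.05 had a camera p of 0.327.

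The β-galactosidase, immunoblot, growth and mouse data of the paper and its enrichment of annotation terms were not analysed here. The mRNA libraries labelled *pmt1*Δ and *pmt1*Δ + Q hold reads of the deleted gene *pmt1*, so mRNA and TE values of these conditions are given as labelled. A wrong label among them would change every TE value of the comparisons that use them.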

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

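All tests on the *pmt1* mRNA in this part were chosen after the result was seen, and so were the exact tests of the ribosomal set over cultures, whereas the footprint test of that set was chosen before.

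The effect of queuine on the TE of cytoplasmic ribosomal protein genes was estimated to differ between the strains, a difference that only 1 kind of test passed. Its median over 133 genes was higher by 0.52 on the log2 scale in *pmt1*Δ, as labelled, than in wt, with 128 genes higher and a camera p of 5.13e-28. With an estimated inter-gene correlation p was 0.0929, and with fry 0.294. Same-numbered replicates as a block gave 0.58 (127 genes higher, camera p 1.28e-36, 0.0501 with the estimated correlation and 0.075 with fry), and DESeq2's size factors gave 0.53 (camera p 2.36e-27). The difference therefore passed only where the correlation between genes was preset. Per culture, the set differed by 0.31 between *pmt1*Δ + Q and *pmt1*Δ (exact permutation test, p = 0.3) and by -0.35 between wt + Q and wt (exact permutation test, p = 0.6). In wt the direction turned to 0.13 without wt + Q replicate 2, the culture furthest from the others on the first principal component of mRNA (-58.42, with 70.4% of the variance). A candidate explanation is technical: counts of these mRNAs differ between libraries and the footprints do not follow. If so, the footprints should hold little of the change in TE, and they held -14% of it in *pmt1*Δ + Q/*pmt1*Δ and -23.2% in wt + Q/*pmt1*Δ, with the opposite sign. In wt + Q/wt, looked at after the result was seen, they held 52.4% with the same sign, over the limit of 50% set for the other comparisons, which goes against this explanation in wt. In *pmt1*Δ, a change in mRNA that the cells buffer at the ribosome would look alike, and the biological explanation, an effect of queuine that depends on Dnmt2, stays open and was not tested apart from it. A role of GC content also stays open there, since it explained 40.6% of the variance of the mRNA changes across genes in *pmt1*Δ + Q/*pmt1*Δ.

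Reads of *pmt1* appeared in mRNA libraries in which the gene should be absent. The smallest level among the 6 libraries labelled *pmt1*Δ or *pmt1*Δ + Q was 23.0 cpm, and their mean was 39.7 against 22.7 in the 6 labelled wt or wt + Q. Their geometric mean was 1.58 times as high (exact permutation test of 6 against 6, p = 0.0238). The paper does not report on these reads. Carry-over from the *pmt1*+ OE libraries is argued against by *ura4*, the marker of the plasmid, which would have to reach at least 1.52 cpm and was at most 0.0405. Reads on parts of the transcript outside the replaced coding sequence may account for the signal, since translation would then be lost, and the largest *pmt1* footprint count in the 6 footprint libraries was 2. The footprints come from separate libraries, however, so this value does not exclude that mRNA libraries from cells with an intact *pmt1* carry these labels. That cannot be told apart from the former, because the counts do not show where in the gene the reads lie. Of 4646 genes, 2 separated the strains in footprints by over 0.5 on the log2 scale, and 0 of these did so in mRNA, while 13 of 5055 separated them in mRNA. A higher level than in wt is not what an exchange of labels alone would give. No biological explanation was tested.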

How the results depend on the processing

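Alternatives marked as added were chosen only after the results were seen, and the others were not.

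Of 53 named codons and pairs, 297 of the 318 fits that left out a library and 230 of the 240 other alternatives kept direction and side of the threshold. Of the others, 1 leave-out was weaker, 3 were stronger and 17 reversed, and 10 other alternatives were stronger. For 21 named genes, 117 of 126 leave-outs and 141 of 155 other alternatives did so, with 3 and 0 weaker, 5 and 13 stronger and 1 and 1 reversed. The 4 alternatives to the 2 interactions of strain and queuine changed nothing. The pooled Q effect kept its direction in each strain alone, at 0.0552 in wt (exact p = 0.3) and 0.107 in *pmt1*Δ (exact p = 0.2), where 3 cultures against 3 cannot give a p under 0.1 and so cannot pass the threshold. The other 12 pairs in place of the Q pairs, a control and not a test of stability, gave 0.00999 (exact p = 0.595, and 0.156 with the added sign flips). Except where a cause follows from how an alternative is built, the cause was not tested.

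For numbers of genes with a changed TE, the unadjusted p of 0.05 gave 23 in *pmt1*Δ + Q/*pmt1*Δ, 104 in wt + Q/*pmt1*Δ, 7 in wt + Q/wt, 379 in *pmt1*+ OE/*pmt1*Δ + v and 111 in wt + Q/*pmt1*Δ + Q, because it corrects for no number of tests. At least 10 counts in every library gave 0 in wt + Q/*pmt1*Δ and 0 in wt + Q/*pmt1*Δ + Q, because *pmt1* was then not tested. In *pmt1*+ OE/*pmt1*Δ + v, DESeq2's Wald test gave 41, limma-voom 3258, the replicate block 276 and the added block of 3 deeper and 3 shallower mRNA libraries 200. Leaving out a library gave from 0 to 530 there (530 without *pmt1*Δ + v replicate 3), from 1 to 2 in wt + Q/*pmt1*Δ (2 without wt + Q replicate 3) and from 0 to 1 in wt + Q/*pmt1*Δ + Q (0 without wt + Q replicate 1). There the replicate block kept the count at 1 but no longer called *pmt1* (adjusted p = 0.206 from edgeR). The cause was not tested.

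For footprints, the unadjusted p gave 3, 20, 38, 262 and 42 genes in the same order. With at least 10 counts in every library, 1 gene was called in *pmt1*+ OE/*pmt1*Δ + v, 0 in wt + Q/*pmt1*Δ and 0 in wt + Q/*pmt1*Δ + Q. The replicate block gave 82 in wt + Q/*pmt1*Δ, 61 in wt + Q/wt, 2 in wt + Q/*pmt1*Δ + Q and, where the numbers do not pair the libraries, 5 in *pmt1*+ OE/*pmt1*Δ + v. Leave-outs gave from 1 to 6 in *pmt1*+ OE/*pmt1*Δ + v (6 without *pmt1*Δ + v replicate 3) and from 1 to 2 in wt + Q/*pmt1*Δ (2 without *pmt1*Δ replicate 2).

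For mRNA, the unadjusted p gave 48 genes in *pmt1*Δ + Q/*pmt1*Δ, 135 in wt + Q/*pmt1*Δ, 167 in wt + Q/*pmt1*Δ + Q and 406 in *pmt1*+ OE/*pmt1*Δ + v. In the last, DESeq2 gave 111, limma-voom 3965, the replicate block 753 and the added block of deeper and shallower libraries 291, and leave-outs from 1 to 851 (851 without *pmt1*Δ + v replicate 3). The numbers of genes shared between comparisons were 6 (*pmt1*+ OE/*pmt1*Δ + v and wt + Q/*pmt1*Δ), 17 (the same and wt + Q/*pmt1*Δ + Q) and 24 (the wt + Q comparisons) at the unadjusted p, and 1 for the first and 0 for the last with the replicate block.

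For codons in *pmt1*Δ + v/*pmt1*+ OE, robust and trended moderation gave 2, the replicate block 7 and leave-outs from 0 to 4 past the threshold. Among C-ending over U-ending pairs, robust and trended moderation gave 0 in *pmt1*Δ + v/*pmt1*+ OE and 1 (AAC/AAU) in *pmt1*Δ/*pmt1*Δ + Q, the replicate block gave 2 (CAC/CAU and UAC/UAU) in *pmt1*Δ/wt + Q, and leave-outs gave from 0 to 1 in the plasmid strains. The replicate block brought the pooled Q effect, at 0.081, past the threshold (exact sign-flip test of 6 pairs, p = 0.0312, the smallest it can give), with 6 of 6 pairs positive.

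The median TE of ribosomal protein genes kept its value but lost its threshold with camera's estimated correlation and with fry: 0.26 in *pmt1*Δ + Q/*pmt1*Δ, -0.34 in wt + Q/*pmt1*Δ, -0.27 in wt + Q/wt and -0.57 in wt + Q/*pmt1*Δ + Q. The cause was not tested. In *pmt1*+ OE/*pmt1*Δ + v the median reversed to -0.0233 with DESeq2's size factors, which move the median of all genes there from 0.0959 to 0.0329. Leave-outs spanned from -0.0396 to 0.17 there (0.17 without *pmt1*Δ + v replicate 3), from -0.63 to 0.0525 in wt + Q/*pmt1*Δ and from -0.59 to 0.13 in wt + Q/wt, both with the highest value without wt + Q replicate 2. The set of mitochondrially encoded genes passed the threshold with the added lack of a filter, at -0.996 in *pmt1*Δ + Q/*pmt1*Δ (camera p 0.02) and -4.07 in wt + Q/*pmt1*Δ (camera p 0.0362), and with the replicate block at -2.87 in wt + Q/*pmt1*Δ. Leave-outs went from -2.55 to 0.29 in *pmt1*+ OE/*pmt1*Δ + v, from -1.35 to -0.65 in *pmt1*Δ + Q/*pmt1*Δ and from -4.58 to -1.40 in wt + Q/*pmt1*Δ.

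TE of genes with codon stretches reversed with at least 10 counts in every library, to 0.00442 for Asn, 0.00808 for Asp and 0.00693 for any Q codon in *pmt1*Δ/*pmt1*Δ + Q and to -0.000177 for His in wt/wt + Q. Leave-outs in *pmt1*Δ/*pmt1*Δ + Q went from -0.0537 to 0.0343 for Asn, from -0.0608 to 0.000127 for Asp, from -0.0868 to 0.0203 for His, from -0.0391 to 0.0451 for Tyr and from -0.0651 to 0.0438 for any Q codon. In wt/wt + Q they went from -0.0916 to 0.0121 for Asp, from -0.0435 to 0.0581 for His and from -0.0999 to 0.00991 for any Q codon, and in *pmt1*Δ/wt + Q from -0.0958 to 0.0121 for Tyr. With all cultures, the smallest exact p of a stretch value was 0.2 (Asp, *pmt1*Δ/wt + Q). A leave-out breaks a same-numbered pair. Within the pairs, Asp and His were lower without Q in 3 of 3 in *pmt1*Δ/*pmt1*Δ + Q, and Asn and Tyr in 1 of 3. In *pmt1*Δ/wt + Q, all 4 amino acids were lower in 3 of 3.

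Leave-outs turned the direction of these ratios, each with its lowest and highest value: in *pmt1*Δ/*pmt1*Δ + Q AAC from 0.972 to 1.00, CAU from 0.998 to 1.02, GAU from 0.955 to 1.00, UAC from 0.916 to 1.03 and UCA from 0.995 to 1.11, and in *pmt1*Δ/wt + Q CAC from 0.994 to 1.11 and GGC/GGU from 0.997 to 1.08. The same held in wt/wt + Q for CAC from 0.964 to 1.08, CAC/CAU from 0.960 to 1.07 and GAC/GAU from 0.966 to 1.05, and in *pmt1*Δ + Q/wt + Q for CAC from 0.8996 to 1.01 and GAC from 0.969 to 1.02. The change of *qcr6* in TE in wt + Q/wt turned to 0.0414 with limma-voom and went from -1.82 to 0.57 over leave-outs (0.57 without wt + Q replicate 2).

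*cox2* reached the count minimum for TE only in *pmt1*+ OE/*pmt1*Δ + v, and the TE of *pmt1* could not be tested between *pmt1*Δ + Q and *pmt1*Δ. The mitochondrial set had no testable gene in wt + Q/wt. With at least 10 counts in every library, *cox1*, *cob1* and the footprints and TE of *pmt1* could not be tested in the comparisons named for them. Where the numbers pair the libraries, the replicate block changed no call of a result other than those given here and the single codons and pairs counted by it.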

Differences from the paper's values

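The fold changes in TE followed those of the paper's supplementary tables, and the numbers of genes past a threshold did not. For the paper's listed genes that were tested here, all 123, 233, 63, 796 and 274 changed in the listed direction in *pmt1*Δ + Q/*pmt1*Δ, wt + Q/*pmt1*Δ, wt + Q/wt, *pmt1*+ OE/*pmt1*Δ + v and wt + Q/*pmt1*Δ + Q (correlation of log2 fold changes 1.00, 0.998, 1.00, 0.999 and 0.972). The groups did not overlap for 41.5%, 33.5%, 23.8%, 39.4% and 39.4% of them, where chance gives 10% and the lists were selected on the same data. Xtail, the paper's test of TE, was not used here.

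At an adjusted p under 0.1, the paper's tables list 234 genes in wt + Q/*pmt1*Δ, against 1 here, and 277 in wt + Q/*pmt1*Δ + Q, against 1 here, with 104 and 111 genes under an unadjusted p of 0.05. None of the alternatives set before the data were examined closed these gaps, the highest counts being 2 and 1. In *pmt1*+ OE/*pmt1*Δ + v the paper lists 801 genes, against 0 here, with 379 under an unadjusted p of 0.05. No alternative set before closed this gap either: limma-voom gave 3258, the fit without *pmt1*Δ + v replicate 3 gave 530, the replicate block 276, the fit without *pmt1*+ OE replicate 1 gave 250 and DESeq2 41. A block of 3 deeper and 3 shallower mRNA libraries, chosen after seeing the values, gave 200.

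At an unadjusted p under 0.05, the paper lists 124 genes in *pmt1*Δ + Q/*pmt1*Δ, against 23 here. The culture block (83), limma-voom (97) and the fit without *pmt1*Δ + Q replicate 1 (174) came within a factor of 1.5, and the other alternatives set before the data were examined did not. In wt + Q/wt the paper lists 65 genes, against 7 here, and no alternative closed the gap, although values went up to 178. From the figures, read by eye, the paper has about 760 genes in wt + Q/*pmt1*Δ (Fig. 5A), against 104 here, about 1300 in *pmt1*+ OE/*pmt1*Δ + v (Fig. 5B), against 379 here, and about 740 in wt + Q/*pmt1*Δ + Q (Fig. 5B), against 111 here. The fits without *pmt1*+ OE replicate 1 (1120) and without *pmt1*Δ + v replicate 3 (1320) came within a factor of 1.5 in the plasmid strains. No alternative did in the other comparisons, with highest values of 499 and 432.

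In mRNA, the paper's number of genes higher in *pmt1*+ OE than in *pmt1*Δ + v at an adjusted p under 0.05 was 43, against 1 here. The DESeq2 Wald test gave 43. Each of the other alternatives set before the data were examined differed from the paper's value, up to 1728 with limma-voom.

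The paper's number of genes changed in TE in both *pmt1*+ OE/*pmt1*Δ + v and wt + Q/*pmt1*Δ + Q was 51, against 0 here, and of genes changed in both wt + Q comparisons 157, against 1 here. No alternative set before the data were examined closed either gap, and the unadjusted p of 0.05 gave 17 and 24. That threshold together with the replicate block gave 77 and 260, each over 1.5 times the paper's value. The paper's text gives wt + Q/*pmt1*Δ as the partner in the first overlap and its figure wt + Q/*pmt1*Δ + Q. In the paper's tables both pairs share 51 genes, 51 of them in the same direction for wt + Q/*pmt1*Δ + Q and 45 for wt + Q/*pmt1*Δ.

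Genes that the paper names for TE in *pmt1*+ OE/*pmt1*Δ + v were not called here: *sua5* at -0.97 (adjusted p = 0.598 from edgeR), *tcd1* at 1.09 (0.617), *amt1* at -1.96 (0.58), *ght1* at -2.67 (0.58) and *qcr6* at -1.04 (0.619). Over the alternatives their adjusted p ranged from 0.0027, 3.1e-05, 1.3e-07, 7.01e-08 and 3.41e-07 to 0.998 for each. Limma-voom, in which mRNA library depth and condition largely coincide here, called all 5. The fit without *pmt1*Δ + v replicate 3 called *tcd1* (1.49), *amt1* (-2.92), *ght1* (-4.44) and *qcr6* (-1.94), and the replicate block, which the libraries of this comparison do not bear out, called *amt1* (-2.0) and *ght1* (-3.12). The block of 3 deeper and 3 shallower mRNA libraries, chosen after seeing the values, also called *amt1* (-1.35) and *ght1* (-2.31). *pmt1* itself, which the paper's table lists, was not called at 2.85 (adjusted p = 0.578 from edgeR), and over the alternatives its adjusted p ranged from 1.4e-05 to 0.998. It was called by DESeq2 (2.78), limma-voom (3.90), the replicate block (3.04), the fit without *pmt1*Δ + v replicate 3 (3.99) and the added block of deeper and shallower libraries (2.73). Since *pmt1*Δ + v lacks the gene, these values measure no change in its translation. In wt + Q/*pmt1*Δ, the mitochondrial genes of the paper's Table 1 that were tested here were not called under any alternative, their smallest adjusted p being 0.459.

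For codons in the same strains, the paper names ACG, UUA, AUA and CCG beside AGG, and only AGG passed here. The replicate block called ACG at 1.18 (adjusted p = 0.0109 from limma), UUA at 1.18 (0.0144), AUA at 1.16 (0.0108) and CCG at 1.15 (0.0106), and robust and trended moderation called ACG (0.0303).

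The paper states that GGC is occupied more with Q and names no strain. The ratio without over with Q was 1.10 in *pmt1*Δ (exact permutation test, p = 0.1), the opposite direction, and 0.975 in wt (exact p = 0.9), the stated one. The paper's figure also has about 1.1 for *pmt1*Δ (Fig. 1B, read by eye). For stretches of Asn codons and of any Q codons, it states an increase in TE without Q in wt, where values of -0.04 (exact p = 0.6) and -0.06 (exact p = 0.6) were obtained, not past a threshold. It describes mitochondrial genes as not lowered in wt + Q/*pmt1*Δ + Q, in which TE changes of -2.04 for *qcr6*, -1.65 for *cox8* and -3.61 for *cox1* were obtained (adjusted p = 0.859 from edgeR for each). The paper's Table 1 marks no significant change for these 3 genes there, and its Supplementary Table S10 lists them as lower.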

Other observations

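The tests on mitochondrial mRNA, *pmt1*Δ + v labels, deeper and shallower libraries, *pmt1* footprints and, apart from the interactions, splits of the samples were chosen only after the result was seen.

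TE and mRNA changes opposed each other across genes, with slopes of TE on mRNA of -0.995, -0.959, -1.03, -0.943 and -0.972 in *pmt1*Δ + Q/*pmt1*Δ, wt + Q/*pmt1*Δ, wt + Q/wt, *pmt1*+ OE/*pmt1*Δ + v and wt + Q/*pmt1*Δ + Q. TE is footprints over mRNA, so such a slope arises wherever mRNA changes that footprints do not share. In wt + Q/*pmt1*Δ, gene length explained 4.85% and GC content 0.00813% of the variance of the mRNA changes, which argues against either as the cause there. The other comparisons were looked at after the result was seen. Length explained at most 3.07% in them, and GC content 0.388% in wt + Q/wt, 2.39% in *pmt1*+ OE/*pmt1*Δ + v and 5.45% in wt + Q/*pmt1*Δ + Q. In *pmt1*Δ + Q/*pmt1*Δ it explained 40.6%, between the limits of 10% and 50% set beforehand for wt + Q/*pmt1*Δ, so a role of GC content stays open there. Differences between mRNA libraries that also exist between replicates remain a candidate explanation, since deviations of footprints from the condition mean followed those of mRNA with a median slope of 0.115 over 18 libraries of each kind, under the limit of 0.3 set beforehand. The comparisons differ, however: the median over 6 slopes was 0.0231 in *pmt1*+ OE/*pmt1*Δ + v, 0.115 in wt + Q/wt, 0.139 in wt + Q/*pmt1*Δ and 0.158 in wt + Q/*pmt1*Δ + Q, but 0.387 (from 0.159 to 0.729) in *pmt1*Δ + Q/*pmt1*Δ, where footprints followed mRNA in part and the explanation stays open. Whether cells buffer such changes was not tested.

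AGG was occupied more in *pmt1*Δ + v than in *pmt1*+ OE, by 0.449 on the log2 scale. Footprints on the overexpressed *pmt1* itself took at most 2.14% of a *pmt1*+ OE library, too few to account for it. The lower depth of the *pmt1*+ OE libraries was tested on the shallower replicate 3 of the full-medium conditions. The mean difference in log2 AGG occupancy from replicates 1 and 2 was -0.102 (-0.00911 in wt, -0.184 in wt + Q, -0.246 in *pmt1*Δ and 0.0316 in *pmt1*Δ + Q). The limits set beforehand, -0.2 or below with a fall in all 4 conditions for depth as the cause and above -0.1 against it, gave no verdict at this value, so depth stays open. The *pmt1*+ OE maximum of 1.11 lay below the minimum of 1.26 in the shallower full-medium libraries, and the largest fall was smaller than 0.449, but the *pmt1*+ OE libraries are shallower still (746737 to 927516 against 1040753 to 1267559 footprints) and were grown in another medium.

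The UCN serine codons moved in opposite directions with queuine in the strains. A changed supply of serine should move AGC and AGU alike. They moved in the same direction as UCC, by 13.5% of its change in *pmt1*Δ and 27.2% in wt. The UCC change itself lay within the spread of the replicates in both strains, so these shares cannot decide the question. No other cause was tested.

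The lower TE of mitochondrially encoded genes in wt + Q/*pmt1*Δ may follow from their mRNA. Its sum ranged 50.3-fold within wt + Q and 4.91-fold within the libraries labelled *pmt1*Δ, against 9.23-fold between the means. The mRNA was isolated by poly(A) selection, and how much of the mitochondrial transcripts that step retained was not measured.

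The TE changes of wt + Q/*pmt1*Δ and wt + Q/*pmt1*Δ + Q resembled each other (correlation 0.857). Random groups of full-medium cultures that share a group reached this in 4 of 100 draws (median 0.545, from -0.247 to 0.939). The shared group of a draw need not hold wt + Q replicate 2, as that of the real comparisons does. Without wt + Q replicate 2 the observed correlation was 0.685, well within the draws. The draws therefore cannot exclude that the shared wt + Q libraries alone give the resemblance.

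Genes with a larger share of C-ending among their Q codons were tested for a lower TE or fewer footprints without queuine. Neither was found over both strains: the mean difference in Spearman correlation was -0.00198 for TE (exact p = 0.93) and 0.0018 for footprints (exact p = 0.4). For TE the strains went opposite ways, with 0.0229 in wt and -0.0269, the tested direction, in *pmt1*Δ as labelled. Their mean therefore decides nothing about either strain. For footprints the differences were 0.00296 in wt and 0.000629 in *pmt1*Δ.

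In the *pmt1*Δ + v mRNA libraries, *pmt1* reached up to 34.6 cpm, against at least 14352 in *pmt1*+ OE. An exchange with full-medium libraries is argued against by *ura4*, at least 1245 cpm in *pmt1*Δ + v and at most 0.0467 in full medium. No biological explanation was tested.

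Few genes were called in mRNA and TE between the plasmid strains. A difference between 3 deeper and 3 shallower mRNA libraries, which crosses the conditions, may hide changes, since treating it as a block gave 200 TE calls, where the analysis without it gave 0 and 379 genes had an unadjusted p under 0.05. The deeper libraries were *pmt1*Δ + v replicates 1 and 2 and *pmt1*+ OE replicate 1. Mitochondrial mRNA parted the same libraries without overlap, as 10% of random orders would, at 433, 1531 and 2660 cpm in the deeper and 14290, 8409 and 7937 cpm in the shallower ones. What gave rise to these differences was not tested.

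Other splits of the same 6 samples were compared with the real one, of which 3 samples against 3 give 10, too few for a share under 0.1. Where the real split gave 0 calls, all 10 of 10 splits gave at least as many by construction, so the comparison says nothing there. This was so for mRNA in the 4 full-medium comparisons (48, 135, 0 and 167 genes under an unadjusted p of 0.05). It also held for footprints in *pmt1*Δ + Q/*pmt1*Δ and wt + Q/wt, and for TE in these and in *pmt1*+ OE/*pmt1*Δ + v. Codons and C-ending over U-ending pairs were in the same position in every comparison but the plasmid strains. For footprints, 3 of 10 splits gave at least as many calls as the real one in each of wt + Q/*pmt1*Δ, *pmt1*+ OE/*pmt1*Δ + v and wt + Q/*pmt1*Δ + Q. It was 1 of 10 splits for TE in wt + Q/*pmt1*Δ and wt + Q/*pmt1*Δ + Q and for codons in the plasmid strains, and 2 of 10 for their mRNA and their pairs. The interaction of strain and queuine called none, so 100 of 100 drawn splits for codons and 60 of 60 for TE were as large, again by construction.

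Some other splits called far more than the real one. In footprints, splits that put both replicates numbered 1 on one side gave up to 931, 420, 208 and 350 genes in *pmt1*Δ + Q/*pmt1*Δ, wt + Q/*pmt1*Δ, wt + Q/wt and wt + Q/*pmt1*Δ + Q, for which the replicate block gave 0, 82, 61 and 2. In the plasmid strains, the split into deeper and shallower mRNA libraries gave 3220 genes in mRNA and 2505 in TE. Only 4 of the 10 splits part all same-numbered pairs, as the real one does, and none of the 3 others among them called anything.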
